# Transcriptome Modifications in Porcine Adipocytes via Toll-Like Receptors Activation

**DOI:** 10.3389/fimmu.2019.01180

**Published:** 2019-05-29

**Authors:** Manami Igata, Md. Aminul Islam, Asuka Tada, Michihiro Takagi, A. K. M. Humayun Kober, Leonardo Albarracin, Hisashi Aso, Wakako Ikeda-Ohtsubo, Kenji Miyazawa, Kazutoyo Yoda, Fang He, Hideki Takahashi, Julio Villena, Haruki Kitazawa

**Keywords:** transcriptome, adipocytes, microarray, TLRs (Toll-like receptors), immunometabolism, pig

## Abstract

Adipocytes are the most important cell type in adipose tissue playing key roles in immunometabolism. We previously reported that nine members of the Toll-like receptor (TLR) family are expressed in an originally established porcine intramuscular pre-adipocyte (PPI) cell line. However, the ability of TLR ligands to modulate immunometabolic transcriptome modifications in porcine adipocytes has not been elucidated. Herein, we characterized the global transcriptome modifications in porcine intramuscular mature adipocytes (pMA), differentiated from PPI, following stimulation with Pam3csk4, Poly(I:C) or LPS which are ligands for TLR2, TLR3, and TLR4, respectively. Analysis of microarray data identified 530 (218 up, 312 down), 520 (245 up, 275 down), and 525 (239 up, 286 down) differentially expressed genes (DEGs) in pMA following the stimulation with Pam3csk4, Poly(I:C), and LPS, respectively. Gene ontology classification revealed that DEGs are involved in several biological processes including those belonging to immune response and lipid metabolism pathways. Functionally annotated genes were organized into two groups for downstream analysis: immune response related genes (cytokines, chemokines, complement factors, adhesion molecules, and signal transduction), and genes involved with metabolic and endocrine functions (hormones and receptors, growth factors, and lipid biosynthesis). Differential expression analysis revealed that *EGR1, NOTCH1, NOS2, TNFAIP3, TRAF3IP1, INSR, CXCR4, PPARA, MAPK10*, and *C3* are the top 10 commonly altered genes of TLRs induced transcriptional modification of pMA. However, the protein-protein interaction network of DEGs identified *EPOR, C3, STAR, CCL2*, and *SAA2* as the major hub genes, which were also exhibited higher centrality estimates in the Gene-Transcription factor interaction network. Our results provide new insights of transcriptome modifications associated with TLRs activation in porcine adipocytes and identified key regulatory genes that could be used as biomarkers for the evaluation of treatments having immunomodularoty and/or metabolic functional beneficial effects in porcine adipocytes.

## Introduction

The innate immune system recognizes infectious microbial pathogens through germ line-encoded patterns recognition receptors (PRRs), such as Toll-like receptors (TLRs), and nucleotide-binding oligomerization domain (NOD)-like receptors (1). These receptors interact with the evolutionarily conserved microbial structures known as microbial associated molecular patterns (MAMPs), including lipopolysaccharides (LPS), lipoteichoic acids (LTA), peptidoglycan (PGN), and double stranded viral RNA, which are essential for the survival of microorganisms (2). In addition, PRRs also recognize endogenous damage-associated molecular patterns (DAMPs) derived from dead cells or injury (3), such as free fatty acids, cholesterol, high glucose concentration, ceramides, and urate crystals (4). Although low levels of DAMPs are beneficial during tissue repair, excessive amounts induce chronic low-grade inflammation in various tissue including adipose tissues. Deregulated inflammation in the adipose tissue is involved in the development metabolic disorders like obesity, atherosclerosis, and type-2 diabetes mellitus (5). Therefore, elucidation of the cellular transcriptome modifications in adipocytes associated with the activation of their PRRs is of great importance to understand in more depth the physiopathological mechanisms involved in the metabolic diseases with an inflammatory component and to propose alternatives to prevent them.

TLRs are an important family of PRRs with capacity to sense several types of MAMPs and thereby trigger inflammatory responses (6). Depending on the cellular localization TLRs can be categorized into two subgroups: trans-membrane (such as TLR1, TLR2, TLR4, TLR5, TLR6, and TLR11) and intracellular (such as TLR3, TLR7, TLR8, and TLR9) receptors (6, 7). Early in the immune response TLR ligation induces gene transcription leading to inflammation, tissue repair and initiation of adaptive immunity (6, 8, 9). Previous studies reported that Pam3csk4 is recognized at the cell membrane by TLR1/2 as a mimic of bacterial lipopeptides (10). Poly(I:C), a synthetic double-stranded RNA is recognized in the endosome by TLR3 (11), while LPS is recognized by TLR4 sequentially at the cell membrane and endosome (8, 12). Upon binding to respective ligands, TLRs recruit a set of specific adapter molecules such as myeloid differentiation primary response gene 88 (MyD88), Toll/interleukin-1 receptor (TIR) domain-containing adapter protein (TIRAP), TIR-domain-containing adapter-inducing interferon-β (TRIF), or TRIF-related adapter molecule (TRAM) to initiate the downstream signal transductions that lead to the activation of different transcriptional factor such as nuclear factor-kappa B (NF-kB), activator protein-1 (AP-1), and interferon regulatory factor (IRF) (2, 6). The transcription factors specifically signal the cells to secrete proinflammatory cytokines and chemokines, type-I interferon, and antimicrobial peptides (6), which coordinately induce inflammatory responses.

The adipose tissue is a highly active organ capable of integrating metabolic, endocrine, and immune functions into a single entity that plays a crucial part on systemic homeostasis (4, 13). In addition to its role as an endocrine gland with pleotropic function in the metabolism (14), adipose tissue is increasingly becoming recognized as part of the innate immune system (15, 16). Adipose tissue contains several distinct groups of cells including mature adipocytes, pre-adipocytes, fibroblasts, M1/M2 macrophages; neutrophils, dendritic cells, eosinophils, and endothelial cells (17). Pre-adipocytes have the ability to differentiate into mature adipocyte according to the energy balance (17, 18). Morphologically, adipocytes are spherical cells with a single large lipid droplet formed by triglycerides that account >90% of the cell's volume (19). Mature adipocytes are functionally the most important cell type in adipose tissue and play roles in storing triglycerides and systemic energy balance (20), as well as in antigen presentation (21). Upon stimulation by MAMPs and/or DAMPs, mature adipocytes secret a wide variety of cytokines and other mediators, which are able to contribute to the generation of both local and systemic immune responses (13, 22).

Different transcriptomic analytic approaches have been employed to identify key regulatory genes in response to multi-TLR activation in white blood cells (23) and macrophages (24). Transcriptomic studies aimed to elucidate the gene expression changes after *in vitro* stimulation with different MAMPs have been also performed in human adipocytes (15, 25). However, there is no detailed information on immunotranscriptomic responses following TLRs activation in the porcine adipocytes. Pigs are considered as one of the closest approximate animal models for studying human diseases because of their anatomical, physiological and immunological similarities with humans (26). By using a porcine intramuscular pre-adipocyte (PIP) cell line originally established by our group (27), we recently demonstrated that nine TLRs (TLR 1-9) are expressed in PIP and differentiated porcine mature adipocytes (pMA) (28). Importantly, TLR2 and TLR4 showed significantly higher expression in pMA as compared to PIP while TLR3 showed higher expression in PIP than that of pMA (28). We therefore, aimed herein to characterize the global transcriptome modifications downstream of TLR2, TLR3, and TLR4 activation in pMA. We obtained a global overview of the modulation of the transcriptomic response in pMA and its association with immune, metabolic and endocrine responses. Results of the present study indicated that several immune genes including *EGR1, NOTCH1, NOS2, TNFAIP3, TRAF3IP1, INSR, CXCR4, PPARA, MAPK10*, and *C3* were differentially modulated in pMA cells after TLR ligation. Our results provide new insights of transcriptome modifications associated with TLRs activation in porcine adipocytes and indicate that pMA cells are an interesting tool to study *in vitro* the immune responses triggered by TLR2, TLR3, or TLR4 in this cell population.

## Materials and Methods

### Cell Line, Culture Condition, and Differentiation

Porcine intramuscular pre-adipocyte (PIP) cell line was previously established by our group (27), which was derived from marbling muscle tissue of the musculus longissimus thoracis from female Duroc pig. Culture conditions for inducing adipogenesis were performed according to our previous work (28), In brief, PIP cells (between the 26th and 35th passages) were maintained in Dulbecco's modified Eagle medium (DMEM; Gibco™, Paisley, Scotland, UK) supplemented with 10% (v/v) fetal calf serum (FCS; Sigma-Aldrich, Tokyo, Japan), 100 U/ml penicillin and 100 μg/ml streptomycin (Gibco™ 15140122, Life Technologies) as a growth medium. The PIP cells were plated at density of 2.5 × 10^4^/cm^2^ in 6-well cell culture plates (BD Falcon, Tokyo, Japan), and incubated at 37°C in a humidified atmosphere of 5% CO_2_. The 4-day post-confluent PIP cells were fed with differentiation medium for another 4 days to yield the differentiated adipocyte. The differentiation medium composed with DMEM containing 10% FCS and 50 ng/ml insulin (swine, Sigma-Aldrich, Tokyo, Japan), 0.25 μM dexamethasone (Sigma-Aldrich), 2 mM octanoate (Wako, Osaka, Japan), 200 μM oleate (Ardorich, Milwaukee, WI, USA), 100 U/ml penicillin, and 100 μg/ml streptomycin. The medium was changed every day. The differentiation of PIP into functionally matured porcine mature adipocyte (pMA) was confirmed by detecting the presence of intracellular lipid droplets with Oil red O staining according to our previous publication (28). Briefly, cells were rinsed three times in Dulbecco's Phosphate-Buffered Saline and then fixed in 10% (v/v) formaldehyde for 30 min. Subsequently, the fixed cells were rapidly rinsed with MiliQ water. Finally, 0.5% Oil red O (Sigma-Aldrich, Tokyo, Japan) in isopropanol was added to the cells for 5 min to visualize lipid droplets stained red. The cytosolic triglyceride content was analyzed using LabAssay™ triglyceride kit (FUJIFILM Wako Chemicals USA, Corp.) according to the manufacturer's protocol. In addition, qRT-PCR-based (method followed as described later in this section) expression of specific marker genes were also evaluated for adipocyte maturation.

### Stimulation to Porcine Mature Adipocyte (pMA) by TLR Ligands

Synthetic analogs for three Toll-like receptors: TLR2, TLR4 and TLR3; were used to mimic the inflammatory response induced by gram positive bacteria, gram negative bacteria, and by virus infection, respectively. Pam3csk4, Poly(I:C), and LPS were used as ligands for TLR2, TLR3, and TLR4, respectively. For optimizing the dose of ligands, we first stimulated pMA cells (2.5 × 10^4^/cm^2^) with serial dilutions of each ligand and evaluated CCL2 expression. The optimal doses were selected according to their ability to increase CCL2 expression at least five-folds as compared to that of control (data not shown). The pMA cells were seeded at density of 2.5 × 10^4^/cm^2^ in 6 well or 12 well plates (BD Falcon, Tokyo, Japan). The 4-day post-confluent pMA cells were stimulated either with Pam3csk4 (10 ng/ml), Poly(I:C) (0.1 μg/ml), or LPS (0.1 μg/ml) at 37°C with 5% CO_2_ for 12 h.

### RNA Isolation and Quality Control

Total RNA was isolated from the ligand-treated and control pMA cells using PureLink RNA Mini Kit (Life Technology Inc., USA) along with on-column DNase treatment. RNA integrity, quality and quantity were evaluated with microcapillary electrophoresis (2100 Bioanalyzer, Agilent Technologies, Santa Clara, CA, USA) using the Agilent RNA 6000 Nano kit (Agilent Technologies, Santa Clara, CA, USA). Only samples with RNA integrity number (RIN) of >8 were used for this gene expression study.

### Microarray Hybridization

The microarray hybridization was performed with Porcine Gene Expression Microarray 4 × 44 K oligonucleotide slide (v2.0, Agilent Technologies, Santa Clara, CA, USA) containing 43,803 probes for the identification of known genes of the porcine transcriptome. The microarray experiment was conducted at Hokkaido System Science Co., according to the one-color Microarray-based Gene Expression Analysis protocol v6.7 (Agilent Technologies, Santa Clara, CA, USA). For each samples, 200 ng of total RNA was converted into cDNA by reverse transcription. The cDNA was subsequently transcribed into cRNA and labeled with cyanine 3 (Cy3). About 1.65 μg of labeled cRNA was mixed with hybridization buffer and hybridized on microarray slide (4 samples in each slide) for 17 h at 65°C with constant rotation. After hybridization, microarrays were cleaned with Gene Expression wash buffer and scanned with High-Resolution Microarray Scanner (Agilent Technologies, Santa Clara, CA, USA). The Feature Extraction software (v10.7.3.1, Agilent Technologies, Santa Clara, CA, USA) was used for detailed analysis of scanned images including filtering the outlier spots, background subtraction from features and dye normalization. The spot intensity data for individual sample were extracted for statistical analysis.

### Statistical Analysis of Microarray Data

The normalization and differential expression analysis of microarray data were performed with GeneSpring GX software (v13.1, Agilent Technologies, USA). The log_2_ transformed expression values of probes were normalized based on 75 percentile shifts. In order to determine the TLR-ligand induced differential expression of genes, an unpaired *t*-test was performed between untreated control and TLR-ligand stimulated samples. The pairwise comparisons were performed between control and each of the three TLR-ligand stimulations to detect the differentially expressed genes. Benjamini and Hochberg (B-H) adjustment method was applied for multiple test correction. Significant differentially expressed genes were selected on the basis of two criteria: an adjusted *p*-value (FDR, false discover rate) of <0.05, and a cutoff in fold change of at least 1.5. The human orthologs gene symbols of DEGs were determined using dbOrtho panel of the bioDBnet tool (29) which were used for downstream functional analyses.

### Gene Ontology (GO) and Pathway Analyses

For biological interpretation of differential gene expressions, GO enrichment and pathway analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID, v6.8) (30). Human orthologous symbols of DEGs were uploaded to the DAVID web portal and the official gene symbol was chosen as identifier. Then enriched biological themes, particularly GO terms and KEGG pathways were extracted. In the analysis, GO terms and KEGG pathways with an FDR-adjusted *p* < 0.05 were retained.

### Network Enrichment Analyses

In order to visualize TLR ligands-induced transcriptional network as well as to identify the regulatory genes, the sub-network enrichment analysis was performed using NetworkAnalyst online tool (31). This tool uses the InnateDB protein-protein interaction datasets comprised of 14,755 proteins and 145,955 literature-curated interactions for human (32). Human orthologous gene symbols of the common DEGs from all three stimulation were uploaded into the NetworkAnalyst to construct the interaction network based on Walktrap algorithm taking only direct interaction of seed genes. The network was depicted as nodes (circles representing genes) connected by edges (lines representing direct molecular interactions). Two topological measures such as degree (number of connections to the other nodes) and betweenness (number of shortest paths going through the nodes) centrality were taken into account for detecting highly interconnected genes (Hubs) of the network. Nodes having higher degree and betweenness were considered as potentially important hubs in the cellular signal trafficking. In addition, a gene regulatory network focusing the adipose tissue specific gene-transcription factor (Gene-TF) interaction network was also constructed using the NetworkAnalyst tool (31). For constructing the Gene-TF network, transcription factor and gene target data derived from the ENCODE ChIP-seq data were used. Only peak intensity signal <500 and the predicted regulatory potential score <1 were included based on BETA Minus algorithm (33).

### Validation of Microarray Expression by qRT-PCR

Two-step real-time PCR (qRT-PCR) was performed to confirm the microarray results by quantifying expression of selected mRNAs in pMA. Primer sequences are presented in Table 1. Total RNA was isolated from each sample using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) followed by treated with gDNA Wipeout Buffer (Qiagen, Tokyo, Japan). All cDNAs were synthesized using the Quantitect reverse transcription Kit (Qiagen, Tokyo, Japan) according to the manufacturer's recommendations. The qRT-PCR was performed using 7300 real-time PCR system (Applied Biosystems, Warrington, UK) using the TaqMan^®^ gene expression assay kit (Life Technologies) and TaqMan^®^ Universal Master Mix II, with UNG (Applied Biosystems, Warrington, UK). The PCR cycling conditions were 2 min at 50°C, followed by 10 min at 95°C, and then 40 cycles of 15 s at 95°C, 1 min at 60°C. The reaction mixtures contained 2.5 μl of sample cDNA, 1 μl gene expression assay and 10 μl TaqMan^®^ Universal Master mix II, with UNG, and 6.5 μl distilled water. According to the minimum information for publication of quantitative real-time PCR experiments guidelines, Beta actin (ACTB) was used as a house-keeping gene because of its high stability across various porcine tissues (34, 35). Relative index was calculated as the ratio of target mRNA expression to ACTB. Then, raw data were transferred from the mean Ct values of replicated samples to copy number of the established standard curve.

**Table 1:** Sequences of the primers used for qRT-PCR study.

**Gene symbol**	**Primer sequence (3′-5′)**	**Size (bp)**	**Accession no**
ACTB	F: CAT CAC CAT CGG CAA CGA	144	XM_003124280.5
	R: GCG TAG AGG TCC TTC CTG ATG T		
INSR	F: AGA GCG GAT CGA GTT TCT CA	245	XM_021083943.1
	R: CCA TCC CAT CAG CAA TCT CT		
PPARγ	F: ACA CCG AGA TGC CGT T	56	XM_005669788.3
	R: CGA CAG GTC CAC AGA G		
PPARA	F: CGA CCT GGA AAG CCC GTT AT R: GGA TCC ATC TGA TCC CGG AC	148	NM_001044526.1
ACVR1B	F: CAT CGA GGG GAT GAT CAA GT	211	NM_001195322.1
	R: GGC AAT GTC AAT GGT GTC AG		
CYP3A46	F: ACA GCA TTT GGA GTG AAC GTC	250	NM_001134824.1
	R: CCA CTC GGT GCT TTT GTG TAT		
GFPT1	F: ATG CTC TTC AGC AGG TGG TT	232	XM_005662490.3
	R: TCT ACG GTT ACC GAT TTG GC		
FFAR2	F: TCA TGG GTT TCG GCT TCT AC	191	XM_021093196.1
	R: AAC GAT GAA CAC GAC AGT GC		
TLR2	F: ACA TGA AGA TGA TGT GGG CC	109	XM_005653577.3
	R: TAG GAG TCC TGC TCA CTG TA		
TLR3	F: TAG AGA CAT GGA TTG CTC CC	435	NM_001097444.1
	R: AAC TTC TGG AAT GCA GGT CC		
TLR4	F: CTC TGC CTT CAC TAC AGA GA	322	NM_001293316.1
	R: CTG AGT CGT CTC CAG AAG AT		
EPCAM	F: GCG ATA GCG ATT GTT GCT GG	106	NM_214419.1
	R: CCC TAT GCA TCT CGC CCA TC		
SELL	F: GTG ATG CAG GGT ACT ACG GG	108	NM_001112678.1
	R: AGA ACT TGC CCA AAG GGT GA		
SAA2	F: AGA GCC TAC TCG GAC ATG AGA GA	65	NM_001044552.1
	R: CCC CGG GCA TGG AAG TAC		
CCL5	F: CCA GCA GCA AGT GCT CCA T	60	NM_001129946.1
	R: ACA CCT GGC GGT TCT TTC TG		
CXCL2	F: CCG GGA CCC CAC TGT GA	62	NM_001001861.2
	R: CAAACTTCCTGACCATTCTTGAGA		
CFB	F: CCT CGG GCT CCA TGA ATA TC	56	NM_001101824.1
	R: TGC CCC AAT GCT GTC TGA T		
C3	F: CCA ACA GGG AGT GCA ACG A	70	NM_214009.1
	R: TGA CTC CGT GTC TGG GAC TTG		
CSF1	F: CCA ACA GGG AGT GCA ACG A	147	NM_001244523.1
	R: TGA CTC CGT GTC TGG GAC TTG		
TGFB3	F: TTG CTA AAT GCT CCA GCC AG	90	NM_214198.1
	R: GCC TCC GCC TGT AGA ACA AG		
TNFAIP3	F: CCC TGG GGC ATT ATG GGT TT	60	NM_001267890.1
	R: CCT CAC ACG TTG TAG CAC CT		
CCL2	F: CCT CCC TGG AAA GCC AGA A	58	NM_214214.1
	R: GTG CCA CAA GCT TCC TCA CTT		
TNFα	F: CGA CTC AGT GCC GAG ATC AA	58	JF831365.1
	R: CCT GCC CAG ATT CAA AG		
IL8	F: GCT CTC TGT GAG GCT GCA GTT	62	NM_213867.1
	R: TTT ATG CAC TGG CAT CGA AGT T		
IL6	F: TGG ATA AGC TGC AGT CAC AG	109	NM_214399.1
	R: ATT ATC CGA ATG GCC CTC AG		
IL1α	F: AGA ATC TCA GAA ACC CGA CTG TTT	62	NM_214029.1
	R: TTC AGC AAC ACG GGT TCG T		
IL1β	F: GCC CTG TAC CCC AAC TGG TA	61	NM_001302388.2
	R: CCA GGA AGA CGG GCT TTT G		

*F, Forward; R, Reverse; bp, base pair*.

### Statistical Analysis of qRT-PCR Data

The raw data were log-transformed followed by checking the normality by Kolmogorov-Smirnov test. Comparisons between mean values were carried out using one-way ANOVA and Fisher's least significant difference test. For every cases, *p* < 0.05 was considered significant. The Pearson's correlation coefficient between the expression values obtained microarray and qRT-PCR were calculated to explore the linear relationship between the microarray and qRT-PCR results.

## Results

### Differentiation of Adipocytes From PIP

Differentiation of functionally matured adipocytes from pre-adipocytes is an essential biological process. In order to obtain porcine mature adipocytes (pMA), we cultured the porcine intramuscular pre-adipocyte (PIP) cells (25) supplemented with differentiation medium for 4 days. The maturation of adipocytes was confirmed by the detection of lipid droplets in cell cytoplasm under microscopy using Oil red O staining as well as triglyceride assay. The PIP cells at the day of seedling showed no lipid droplets (Figure 1A). Following 1 day of culture, some cells started to exhibit flattened cellular morphology (Figure 1B). Finally, after 4 days of culture more than 95% of the PIP cells exhibited more lipid droplets indicated their differentiation into fully mature adipocytes (Figure 1C). A significant (*p* < 0.05) increased lipid accumulation within the cells indicated their maturation into adipocytes (Figure 1D).

**Figure 1:**
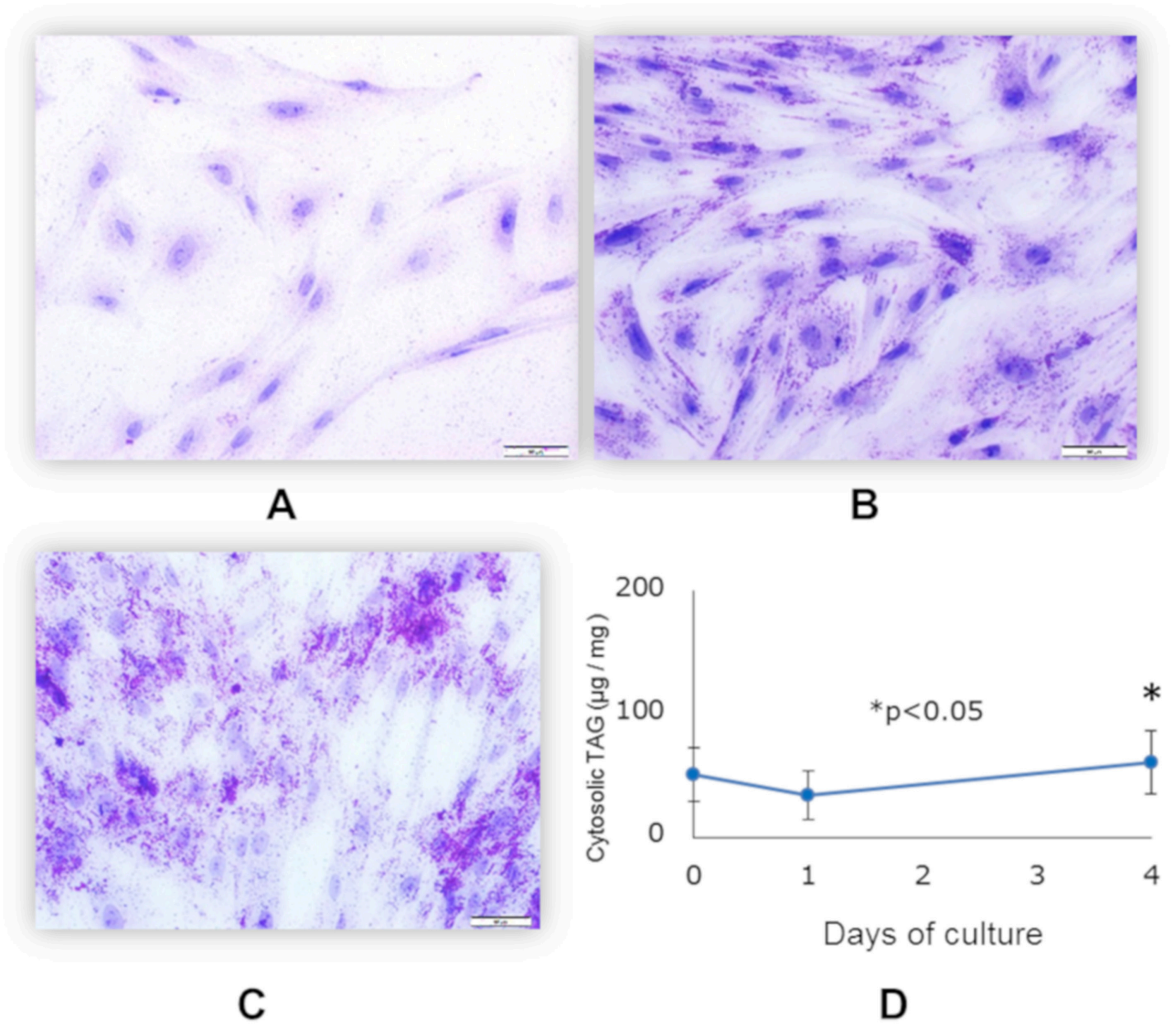
Differentiation of mature porcine adipocytes (pMA) from porcine intramuscular pre-adipocyte (PIP). Oil-red O stained images display the cellular morphology at day 0 **(A)**, day 1 **(B)**, and day 4 **(C)** of culture of PIP cells with differentiation media. Fat accumulation was determined by triglyceride assay **(D)**. Data (Mean ± SD) presented are the average of 3 independent experiments performed in triplicates.

In order to further confirm the adipocyte maturation, we quantified the expressions of some differentiation marker genes using qRT-PCR (Figure 2). The expression of peroxisome proliferator-activated receptor γ (PPARγ) and insulin receptor (INSR) were significantly increased in PIP after 4 days of culture with differentiation medium while cytochrome P540 receptor 3A (CYP3A46) and free fatty acid receptor 2 (FFAR2) were down regulated. The glutamine fructose-6-phosphate transaminase 1 (GFPT1) showed a decreasing trend but activin receptor type 1B (ACVR1B) and PPARα showed an increasing trend of expression (Figure 2).

**Figure 2:**
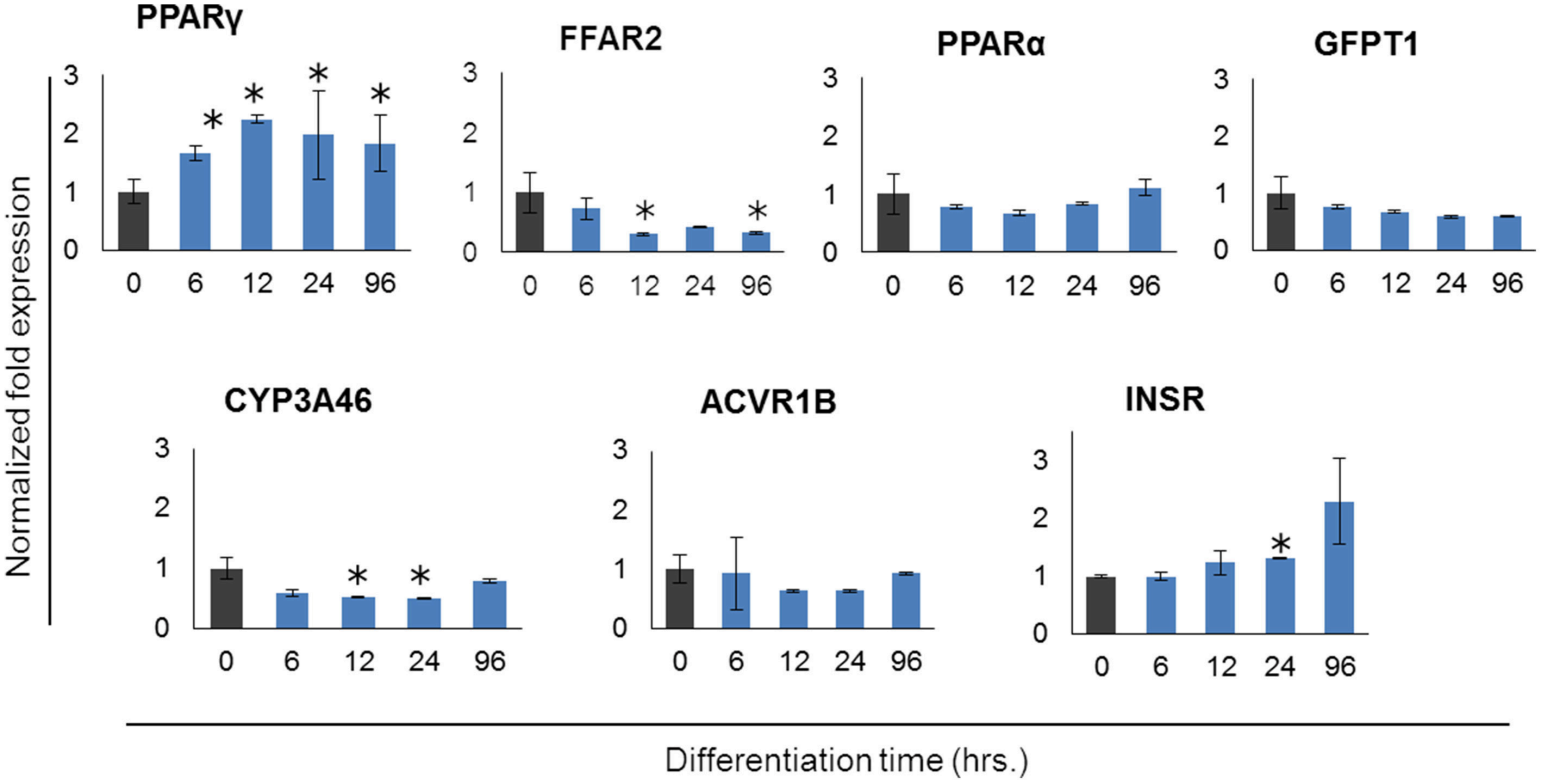
Expression profiles of marker genes for adipocyte differentiation in porcine intramuscular pre-adipocyte (PIP) and porcine mature adipocytes (pMA). The asterisk (^*^) indicates Statistical differences with significant levels of *P* < 0.05. Data (Mean ± SD) presented are the average of 3 independent experiments performed in triplicates.

### Differentially Expressed Transcripts in pMA After TLRs Activation

Stimulation of pMA with TLRs induced changes in a total of 1,575 genes. Among them, 702 (44.57%) and 873 (55.43%) genes were up- and down-regulated, respectively (Table 2). 

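RNA from pMA, the adipocytes obtained from the PIP line of a Duroc pig, was analysed after 12 h without stimulation or with Pam3csk4 (10 ng/ml, a synthetic lipopeptide sensed by TLR2), Poly(I:C) (0.1 μg/ml, a synthetic double-stranded RNA sensed by TLR3) or LPS (0.1 μg/ml, sensed by TLR4). The labelled cRNA of each condition was hybridized to 1 array, and the 4 arrays lay on 1 slide. The differences between conditions therefore have no replicate check, and the number of arrays limits their precision. Each array held 43803 spots that were not controls, which made up 43603 probes, and 15468 of these probes carried a gene name in the files. The authors subtracted the background and flagged outlier spots with the Feature Extraction software and deposited the spot intensities of each array, not yet normalized between arrays. Between 14 and 35 outlier spots per array were left out here, and no spot was saturated. The share of probes well above background was 55.4% on the control array, 51.4% after Pam3csk4, 54.4% after Poly(I:C) and 56.2% after LPS. The 75th percentile of the signal over these spots, to which each array was then scaled on the log2 scale as in the methods, was 252, 254, 259 and 241 in the same order. A probe entered a comparison when it was well above background on at least 1 of the arrays compared. Where it was not well above background on the other array, that side was set to the lowest signal among the probes well above background there, or to the probe's own signal if higher. The fold is then a lower bound on the ratio of the signals as read. It does not allow for error in a dim signal, so the change of the transcript could be smaller. A change of at least 1.5-fold on the linear scale was counted, and no p-value was computed. Spots of the same probe, present for 50 probes with 5 spots each, differed by a median SD of 0.16 on the log2 scale within an array, which covers technical error only.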

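Summed over the 3 comparisons with the control array, 4065 changes passed the cutoff, 1957 of them higher (48.1%) and 2108 lower (51.9%). These changes came from 2719 distinct probes. In the single-array design no test was available, so the cutoff and the filter on dim probes decided which probes were counted. At the same cutoff the sum was 13604 without that filter. It was 1642 for probes well above background on both arrays.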

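The comparison of pMA stimulated with the TLR2 ligand against unstimulated pMA covered 24486 probes. Of these, 601 were higher and 592 lower after Pam3csk4. Both arrays measured 260 of the higher and 207 of the lower probes, and the folds of the other probes were lower bounds. Without the filter on dim probes 1723 probes were higher and 2732 lower, and with a normexp background correction 162 were higher and 165 lower. The 5 named probes with the largest measured increase all belonged to the serum amyloid A gene that the files list as LOC733603, with folds from 43.1 to 54.1. The 5 with the largest measured decrease were those of LOC396781 (log2 change -2.38), IL20RB (-2.12), NCOA3 (-1.95), LOC100511695 (-1.76) and ACVR1B (-1.71). All 5 of them also passed the cutoff downward after the other ligands.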

The TLR2 ligand Pam3csk4 differentially regulated 530 transcripts in pMA, being 218 and 312 transcripts up- and down-regulated, respectively. After TLR3 stimulation 245 transcripts were up-regulated while 275 transcripts were down-regulated in pMA. In addition, stimulation of pMA with LPS up-regulated 239 transcripts and down-regulated 286 transcripts (Table 2). 

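After Poly(I:C), 695 of the 24844 probes compared were higher and 751 lower than on the control array. Of these, 335 and 281 were measured on both arrays. The same LOC733603 probes had the largest measured increases, between 29.0-fold and 35.1-fold. The largest measured decreases were those of TTPAL (log2 change -2.81), GFPT1 (-2.53), LOC396781 (-2.43), FAM96A (-2.14) and ITGB2 (-2.13). On the control array 4 of these 5 had a spot past the same limit of unevenness, and all 5 were lower after each ligand.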

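LPS left 661 probes higher and 765 lower among the 25252 compared, with 264 and 295 measured on both arrays. The LOC733603 probes rose between 52.1-fold and 71.0-fold. The largest measured decreases were those of TTPAL (log2 change -2.78), GFPT1 (-2.57), LY6G6F (-2.48), ITGB2 (-2.14) and FAM96A (-2.06). Again all 5 were lower after each ligand, and 4 had an uneven spot on the control array. Pairs of stimulated arrays were compared in the same way. There, 1102 probes passed the cutoff between Pam3csk4 and Poly(I:C), 1042 between Pam3csk4 and LPS and 1227 between Poly(I:C) and LPS, against 1193, 1446 and 1426 between the control array and each ligand. Across the probes well above background on all 4 arrays, the Pearson correlation of log2 values between 2 arrays lay between 0.997 and 0.998 for every pair.

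**Figure D1:**
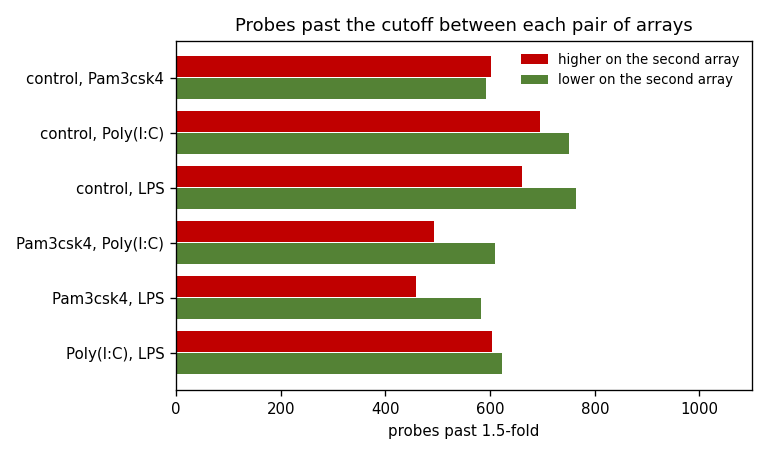
Number of probes (x axis) past a change of 1.5-fold between each pair of the 4 arrays (y axis), higher (red) or lower (green) on the second array named. Pairs of stimulated arrays had 1042 to 1227 probes past the cutoff, and pairs with the control array 1193 to 1446.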

The list of significantly (adjusted p<0.05) up-regulated and down-regulated genes are presented in Supplementary Tables S1–S3.

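The paper gives a fold change for 40 rows in each of Supplementary Tables S1, S2 and S3. Taken from the deposited arrays without a filter, the log2 difference between the ligand and control arrays fell within 0.02 of the paper's value for 37 of 39 probes in Table S1, 37 of 39 in Table S2 and 38 of 39 in Table S3. The Pearson correlation across these probes was 0.980, 0.963 and 0.997 on the log2 scale, against 0.864, 0.783 and 0.788 on the linear scale, so the tabulated values are log2 differences. Of the same probes, 5, 9 and 8 were well above background on both arrays of their comparison, and 17, 12 and 14 on neither.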

**Table 2:** Number of differentially regulated genes in the porcine intramuscular adipocytes after Pam3csk4, Poly(I:C) and LPS stimulation.

	**Pam3csk4 vs. control**	**Poly(I:C) vs. control**	**LPS vs. control**
Up	218	245	239
Down	312	275	286
Total	530	520	525

### Intersections of TLR Ligand-Induced Differentially Regulated Transcripts

The lists of differentially regulated transcripts obtained from three pairwise contrasts were overlapped to assess the cross-talk among the three TLR ligands. 

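The 3 comparisons share 1 control array, so a chance value of that array is counted in all of them. On the deposited arrays, 484 probes passed the cutoff the same way after Pam3csk4, Poly(I:C) and LPS. Without the filter on dim probes, 246 probes of the deposited arrays were higher and 1221 lower after all 3 ligands, and with a normexp background correction 26 and 128.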

We observed that there were 195 differentially expressed transcripts shared by the three stimulations. Among them, 40 were up- and 155 were down-regulated transcripts (Figure 3). 

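Among the probes past the cutoff after all 3 ligands, 52 were higher and 432 lower. Of these, 42 of the higher and 100 of the lower probes were well above background on all 4 arrays, and 238 of the lower probes were well above background on the control array alone. Each stimulated array was also taken in turn as the reference. The Pam3csk4 array was brighter than the other 3 arrays at 423 probes and dimmer at 11, the Poly(I:C) array at 373 and 24, and the LPS array at 339 and 12. Of the 432 probes, 61.6% had another of them in one of the 8 positions around, against 4.17% to 11.3% in the middle 95% of random sets of probes. Their spots on the control array were uneven, with a median pixel coefficient of variation of 0.309, against 0.154 to 0.161 for random sets of spots of the same brightness. The 52 higher probes had 3.85% neighbours and a median of 0.161, within the random range of 0.150 to 0.170. The higher set held probes of 18 gene names: C3, CCL2, CFB, CHI3L1, CXCL2, IL1A, LOC733603, MT1A, NFKBIA, PTGIR, SLC46A2, SOD2, STOML1, SULT1A1, TNFAIP3, TNIP1, TNP2 and VCAM1.

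**Figure D2:**
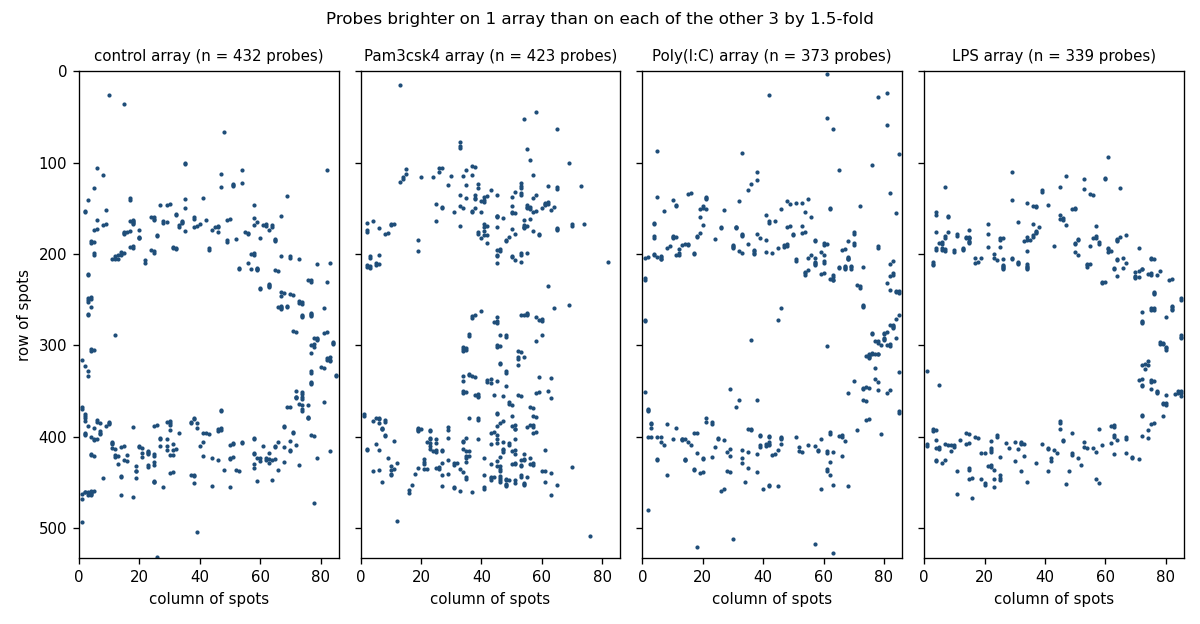
Position on each array (column of spots on the x axis, row of spots on the y axis) of the probes that were brighter on that array than on each of the other 3 by 1.5-fold. Each point is 1 probe. The 432 probes of the control array are those lower after all 3 ligands, and on the control and LPS arrays none of the points lay between rows 240 and 370 and columns 15 and 65.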

A total of 251 differentially expressed transcripts were common between TLR2 and TLR3 stimulation, 57 and 194 were up- and down-regulated, respectively. In addition, 280 differentially expressed transcripts were common between TLR3 and TLR4 stimulation. 

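Taking Pam3csk4 and Poly(I:C) together, 76 probes were higher and 472 lower after both ligands, a total of 548. Another 19 probes passed the cutoff in opposite directions. Well above background on all 4 arrays were 53 of the higher and 125 of the lower probes.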

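Here 105 probes were higher and 578 lower after both Poly(I:C) and LPS, which makes 683. A further 31 moved in opposite directions.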

A total of 258 transcripts were shared by pMA stimulated with TLR2 or TLR4. Among them, 62 were up- and 196 were down-regulated transcripts (Figure 3).

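After both Pam3csk4 and LPS, 82 probes were higher and 466 lower, and 15 moved in opposite directions. By contrast, 495 probes were higher after Pam3csk4 alone, 566 after Poly(I:C) alone and 526 after LPS alone, with 86, 133 and 153 lower after 1 ligand alone in the same order. Such counts mix changes by 1 ligand with faults of 1 array. In that order, 423, 373 and 339 probes were brighter on the stimulated array than on each of the other 3. Of these, 46.8%, 50.7% and 50.7% had another of them in one of the 8 positions around. Random sets gave medians of 7.33%, 6.43% and 5.90%.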

**Figure 3:**
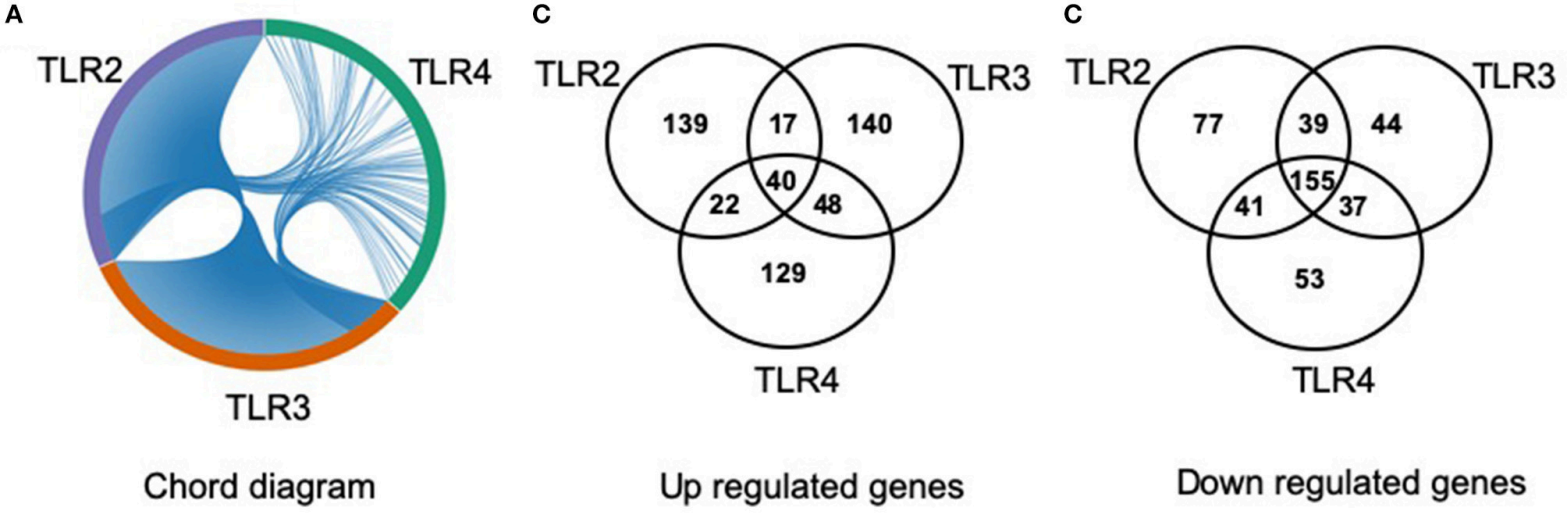
Distribution of number of differentially regulated genes in mature porcine adipocytes (pMA) among intersections of three contrast pairs of ligand stimulation. **(A)** Chord diagram showing the proportion of transcripts shared among stimulants. **(B)** The number of up regulated transcripts after each stimulant and their intersections. **(C)** The number of down regulated transcripts after each stimulant and their intersections.

### Gene Ontology Classification

In order to characterize the biological implications of the differentially expressed genes in pMA after TLRs stimulations, we performed the GO and pathway enrichment analysis using DAVID online tool. Based on the ascending order of adjusted *p*-value, the top 15 GO biological process significantly enriched with the differentially expressed genes following Pam3csk4, Poly(I:C), and LPS stimulation are presented in Figure 4. There were some common GO terms enriched following each of the three TLR treatments including immune response (GO: 0006955), inflammatory responses (GO: 0006954), oxidation-reduction process (GO: 0055114), chemokine-mediated signaling (GO: 0070098), and positive regulation of ERK1 and ERK2 cascade (GO: 0070374). 

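No GO annotation was used here, so the enrichment was not recomputed, and the genes that Supplementary Table S4 lists for a term were looked up on the arrays. For immune response, 7 of the 18 genes listed for Pam3csk4 were higher past the cutoff (CCL20, CSF3, CXCL12, CXCL2, IL1A, LIF and TNFAIP3) and 4 lower (CCR1, CCR9, GZMH and IL9). After Poly(I:C), 2 of 17 were higher and 4 lower, and after LPS 7 of 17 were higher and 4 lower. The lower genes were CCR1, CCR9, GZMH and IL9 after each ligand. For inflammatory response, 8 of 14 genes were higher after Pam3csk4, 4 of 13 after Poly(I:C) and 7 of 13 after LPS, and CCR1 was the single gene lower after each. For oxidation-reduction process, no fold could be given for 10 of 15, 6 of 10 and 6 of 10 listed genes, since their probes were too dim. In the paper's table the sheets for Poly(I:C) and LPS hold the same 117 rows, while the sheet for Pam3csk4 holds 129 rows and shares none of them.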

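Of the 8 genes that Supplementary Table S4 lists for cell adhesion, 2 passed the cutoff after Poly(I:C), ATP4B and SELE, both lower. The same pair was lower after LPS, where CX3CR1 was higher. CCR1 and CCR9 were lower among the 5 genes of chemotaxis after both ligands, and PIK3CG was higher after LPS. None of the 4 genes listed for insulin secretion passed the cutoff after Poly(I:C) or LPS, but 2 of the 4 had no fold after each ligand. For calcium ion transport, 3 of 5 listed genes passed the cutoff after Pam3csk4 (CSN2 higher, CCR1 and CHRNB2 lower). After Poly(I:C), 2 of 5 did (CCR1 and CHRNB2 lower), and after LPS 4 of 5 (CCL8 and CSN2 higher, CCR1 and CHRNB2 lower). Another probe of CSN2 was lower past the cutoff after all 3 ligands.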

Cell adhesion (GO: 0007155), chemotaxis (GO: 0006935), and insulin secretion (GO: 0030073) were commonly enriched GO biological process between Poly(I:C) and LPS stimulation, while enrichment of calcium ion transport (GO: 0006816) was shared between Pam3csk4 and Poly(I:C) stimulation. The full list of enriched GO and pathways are presented in Supplementary Table S4.

**Figure 4:**
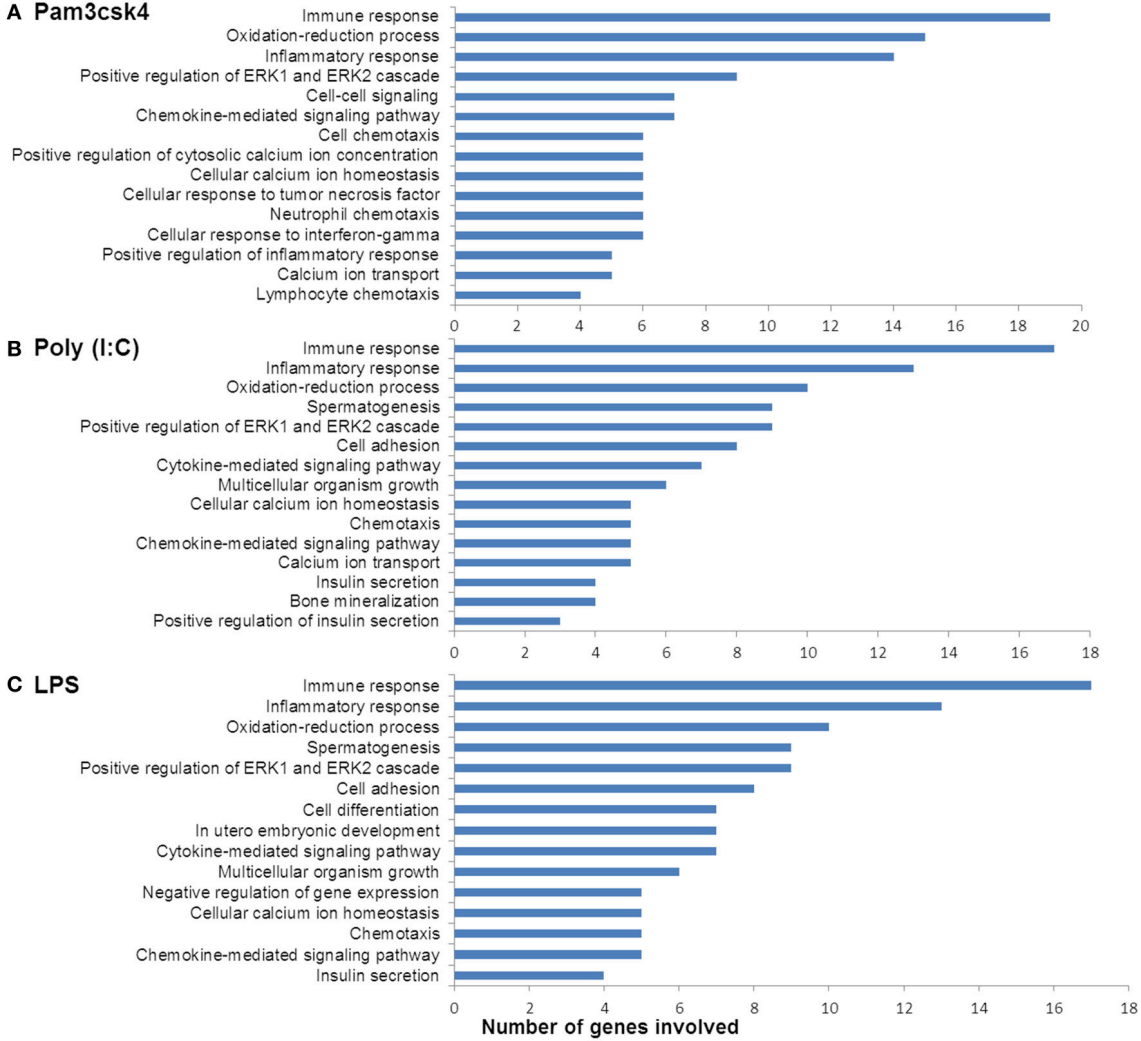
Enrichment of GO terms by differentially expressed genes in porcine mature adipocyes (pMA) after stimulation with **(A)** Pam3csk4, **(B)** Poly(I:C), and **(C)** LPS. GO terms shown were passed the statistical significance threshold (*p* < 0.05).

### Transcript Abundances Associated With Immune Response Function

The expression patterns of differentially modulated immune related genes in pMA following TLR activation are presented in Figure 5. The mRNAs of cytokine and cytokine receptors including *IL1*β*, IL1*α*, IL13RA2, IL1RAPL1, IL9, IL10, IL15, IL6R, IL12B, IL18A, IL20RB, IL23R, IFNB1*, and *IFN-omega5* showed differential expression. 

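The cytokines and receptors of Figure 5 comprise 15 genes with 27 changes shown. On the arrays, 11 of these changes passed the cutoff in the direction shown, 1 was measured within it, 1 was a lower bound short of it, which leaves it open, 1 passed it in the opposite direction and 13 had no fold because the probe was too dim. Over all named genes, 60 of 121 values past the cutoff stayed past it with a normexp background correction. IL1A was measured on all 4 arrays, with log2 changes of 1.38 after Pam3csk4, 0.87 after Poly(I:C) and 0.61 after LPS. IL1B was well above background after Poly(I:C) only, where it was at least 1.89-fold higher from a spot more uneven than 99.7% of spots of its brightness. IL20RB was 3.99-fold lower after LPS and also past the cutoff downward after the other ligands, and its spot on the control array was more uneven than 98.1% of spots of its brightness. IL9 was at least 6.92-fold lower after Pam3csk4 and at least 9.28-fold lower after Poly(I:C), and IL1RAPL1 at least 2.75-fold and 3.69-fold lower. Both were well above background on the control array alone. Their spots there were more uneven than 97.2% (IL9) and 97.9% (IL1RAPL1) of spots of the same brightness. IL10, IL12B, IL13RA2, IL15, IL23R, IFNB1 and IFN-omega5 were not well above background on any array.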

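Figure 5 shows 26 changes for 16 chemokines and chemokine receptors, of which CXCL1 and CXCR1 have no probe of that name here. Of these changes, 16 passed the cutoff in the direction shown, 1 passed it in the opposite direction and 9 had no fold. CCL20 rose 13.5-fold after Pam3csk4 and stayed within the cutoff after Poly(I:C) (log2 change 0.56) and LPS (0.24), and its control spot was more uneven than 99.5% of spots of its brightness. CXCL12 rose 2.03-fold after Pam3csk4 and 1.54-fold after LPS, with a log2 change of 0.50 after Poly(I:C). CSF3 was at least 1.58-fold higher after Pam3csk4 and not well above background elsewhere. CX3CR1 was well above background after LPS only, at least 2.13-fold higher, from a spot more uneven than 98.8% of its kind. CCR1 was well above background on the control array only and was at least 16.5-fold lower after Pam3csk4, 22.1-fold after Poly(I:C) and 25.0-fold after LPS. The control spot of CCR1 was more uneven than 99.9% of spots of its brightness, and the second CCR1 probe was not well above background on any array. CCR9 was likewise seen on the control array only. CXCL9, CXCR4 and CXCR6 were well above background on no array.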

The expression of chemokine and chemokine receptors including *CCL2, CCL20, CCL8, IL8, CX3CR1, CXCL9, CSF3, CXCL12, CXCR4, CCL5, CCL3L1, CCR1, CCR7, CXCR6, CCR9*, and *CXCL1* were differentially regulated. The expression of complement factors including *C3, CFB, CFH, F9*, and *THBD*; and adhesion molecules including *EPCAM, ITGA2, SELE, SELL*, and *MCAM* were differentially modulated following TLR activation in pMA. 

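CFB was not well above background on the control array and was at least 4.30-fold higher after Pam3csk4, 3.21-fold after Poly(I:C) and 3.46-fold after LPS. THBD was at least 1.92-fold higher after Poly(I:C), and F9 was well above background on no array. Among the adhesion molecules, SELE was well above background on the control array only, at least 2.67-fold lower after Pam3csk4, 3.57-fold lower after Poly(I:C) and 4.04-fold lower after LPS. The listed probe of EPCAM was well above background on no array, while 1 other probe of EPCAM passed the cutoff upward after Poly(I:C).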

The signal transduction molecules including *TNFAIP3, TNFSF4, TRAF3IP1, MAPK, NOTCH1, NF-kB, NKAPL, MALL*, and *CRABP1* showed differential expression in pMA after 12 h of TLR activation (Figure 5).

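In the group of signal transduction molecules, 6 of the 15 changes shown in Figure 5 passed the cutoff in the direction shown, 1 was measured within it and 8 had no fold. NKAPL was at least 2.10-fold higher after Poly(I:C), from a spot more uneven than 97.3% of spots of its brightness. Of its other probes, 1 was measured within the cutoff there. TNFSF4 was at least 1.75-fold higher after LPS. NOTCH1 changed by 0.00 on the log2 scale after Pam3csk4, 1.09 after Poly(I:C) and -0.53 after LPS, and its spot after Poly(I:C) was more uneven than 99.0% of spots of its brightness. CRABP1 fell by 0.37, 0.38 and 0.42 in the same order, within the cutoff, while its second probe passed the cutoff downward after each ligand. TRAF3IP1, MAPK10, MAPK4, NFKBID and MALL were well above background on no array.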

**Figure 5:**
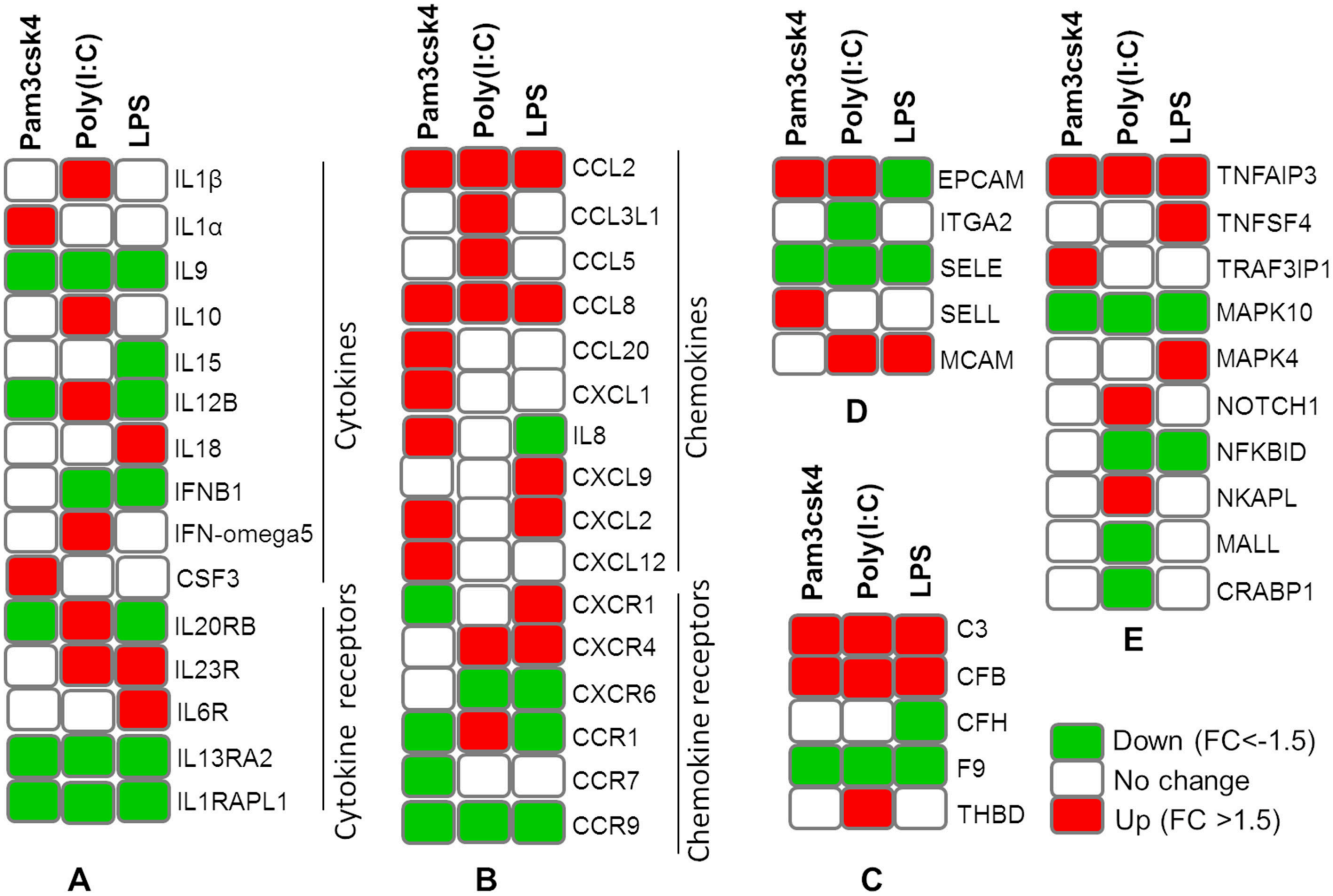
Heatmap showing the expression patterns of different groups of immune related genes measured by microarray in mature porcine adipocytes (pMA) stimulated with different TLRs ligands. Groups of genes include cytokines and cytokine receptors **(A)**, chemokines and chemokine receptors **(B)**, complement factors **(C)**, adhesion molecules **(D)**, and signal transduction molecules **(E)**.

### Transcripts Abundance Associated With Metabolic and Endocrine Functions

Differentially regulated transcripts encoded for proteins involved in metabolism and endocrine functions are summarized in Figure 6. Among them, genes involved in lipid metabolism included *FFAR2, APOB, APOM, ADIPOQ, CYP8B1, CYP2C49, CYP2025, STAR, CYP21A2, ACACB, AKR1C1, CYP4A24, CYP2B22, FFAR1, PPARA, CYP27B1, CYP3A46, CYP2A19, CYP4F2*, and *CYP19A3*. 

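The 20 lipid metabolism genes of Figure 6 account for 37 changes shown. Of these, 10 passed the cutoff in the direction shown, 1 was measured within it, 7 were lower bounds short of it, which decide nothing, and 19 had no fold. No gene of the group was well above background on all 4 arrays, and 8 were so on none. APOM rose 2.99-fold and STAR 3.24-fold after LPS, and FFAR2 was at least 1.86-fold higher there. The LPS spots of APOM and STAR were among those brighter on that array than on the other 3, each with 1 neighbour in that set. The second APOM probe was measured after LPS and stayed within the cutoff. ADIPOQ, measured on the control and LPS arrays, had a log2 change of 0.96 after LPS. CYP2A19 was at least 5.17-fold higher after Poly(I:C) from a spot more uneven than 98.9% of its kind, and 3 other probes of the gene stayed within the cutoff. Over all its probes the log2 change after Poly(I:C) was -0.16. AKR1C1 was at least 3.77-fold higher after Pam3csk4 from a spot more uneven than 98.6% of its kind, and 1 other probe was measured within the cutoff there. CYP19A3 was seen on the control array only, from a spot more uneven than 99.95% of spots of its brightness, and was at least 2.00-fold lower after Pam3csk4, 2.68-fold after Poly(I:C) and 3.02-fold after LPS.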

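The hormones and receptors of Figure 6 are 20 genes with 29 changes shown, of which 8 passed the cutoff in the direction shown, 1 was measured within it, 4 were lower bounds short of it and 16 had no fold. ADRA1B rose 2.10-fold after Pam3csk4, from a spot more uneven than 97.1% of spots of its brightness. It changed by -0.39 and 0.00 on the log2 scale after Poly(I:C) and LPS. CCK fell by 1.06 on the log2 scale after Poly(I:C), while its second probe stayed within the cutoff. PC2 was at least 1.92-fold higher after Pam3csk4. CHRNB2 was well above background on the control array alone and was at least 3.26-fold lower after Pam3csk4, 4.36-fold after Poly(I:C) and 4.93-fold after LPS. In this group 12 genes were well above background on no array, among them ADRA1D, CHRM2, DRD1, ESRRB, GHRH, HTR1F, HTR2C, PRLR and PTH1R.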

The mRNAs for hormones and receptor including *ADRA1B, ADRA2B, ADRA1D, CCK, CHRM2, CHRNB2, DRD1, EPOR, ESRRB, GHRH, HTR1F, HTR2C, INSR, IRS1, P2RY1, P2Y12R, PC2, PRLR*, and *PTH1R* showed differential expressions in pMA after TLR activation. In addition, TLR activation resulted in a differential expression of some growth factors including *EGF, EGR1, EGR3, EGFR4, EGF17, EGF23, KLF1, SCG5, RETN, ITLN2*, and *GHSR* in the porcine adipocytes (Figure 6).

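Of the 13 changes shown for 10 growth factor genes in Figure 6, 1 passed the cutoff in the direction shown, 2 were lower bounds short of it and 10 had no fold. That 1 was SCG5, at least 2.06-fold higher after Poly(I:C). KLF1 was at least 1.23-fold higher after Poly(I:C), a bound short of the cutoff. The other 8 genes, EGF, EGR1, EGR3, FGF17, FGF23, RETN, ITLN2 and GHSR, were well above background on no array.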

**Figure 6:**
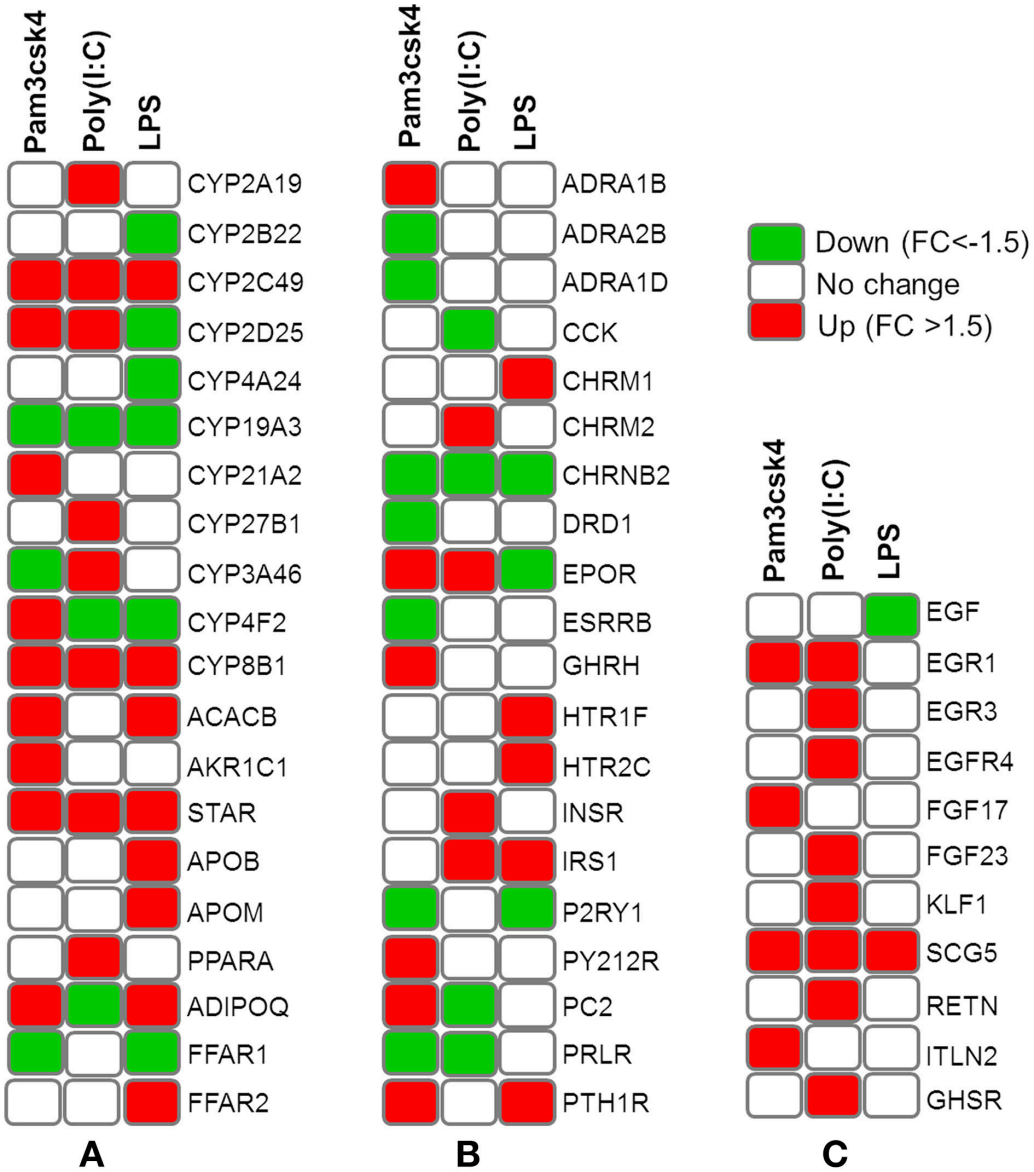
Heatmap showing the expressions of genes associated with metabolism and endocrine functions measured by microarray in mature porcine adipocytes (pMA) stimulated with different TLRs ligands. Groups of genes include those related to lipid metabolism **(A)**, hormones and receptors **(B)**, and growth factors **(C)**.

### Gene Expression Measured by qRT-PCR

In order to confirm the microarray expression results, we quantified mRNAs of several differentially expressed genes as well as some other genes which are known to be involved in immune and metabolic functions by using qRT-PCR. The Pearson's correlation coefficient (*r* = 0.9064, *p* < 0.001) indicated that microarray expression results were strongly correlated with that obtained from qRT-PCR (Figure 7A). 

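The qRT-PCR values were not analysed here, and the array values were as follows. All 21 genes measured by qRT-PCR had a probe on the arrays. Of these, 11 were well above background on all 4 arrays and 4 on none. On the arrays, 11 genes passed the cutoff after at least 1 ligand, 7 of them the same way after all 3, and 5 were measured on all 4 arrays and stayed within the cutoff throughout. These 5 were INSR, CSF1, TNF, IL6 and TGFB3.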

Among the genes quantified by qRT-PCR, *SAA2* was significantly up regulated and *EPCAM* was down regulated after all the ligand stimulation (Figure 7B). The expression of *SELL, PPARA, INSR*, and *ADIPOQ* were up regulated after both Pam3csk4 and Poly(I:C) stimulation but down regulated after LPS stimulation. *GLP2R* expression was increased after Pam3csk4 and LPS stimulation but *CCL5* was increased only after Poly(I:C) stimulation (Figure 7B). Among the immune response related genes, up regulation of *CXCL2, C3, CSF1, TNFAIP3, CCL2, TNF*α*, IFN*β*, IL8, IL6*, and *IL1*α were noticed relatively more in case of Pam3csk4 and LPS stimulation than Poly(I:C) stimulation (Figure 7C). The expression of CFB was increased after Pam3csk and Poly(I:C) stimulation but decreased after LPS stimulation. *IL1*β was increased after Poly(I:C) stimulation, but decreased after Pam3csk4 and LPS stimulation. Expression of *TGFB3* was remained stable following all three stimulation (Figure 7C).

**Figure 7:**
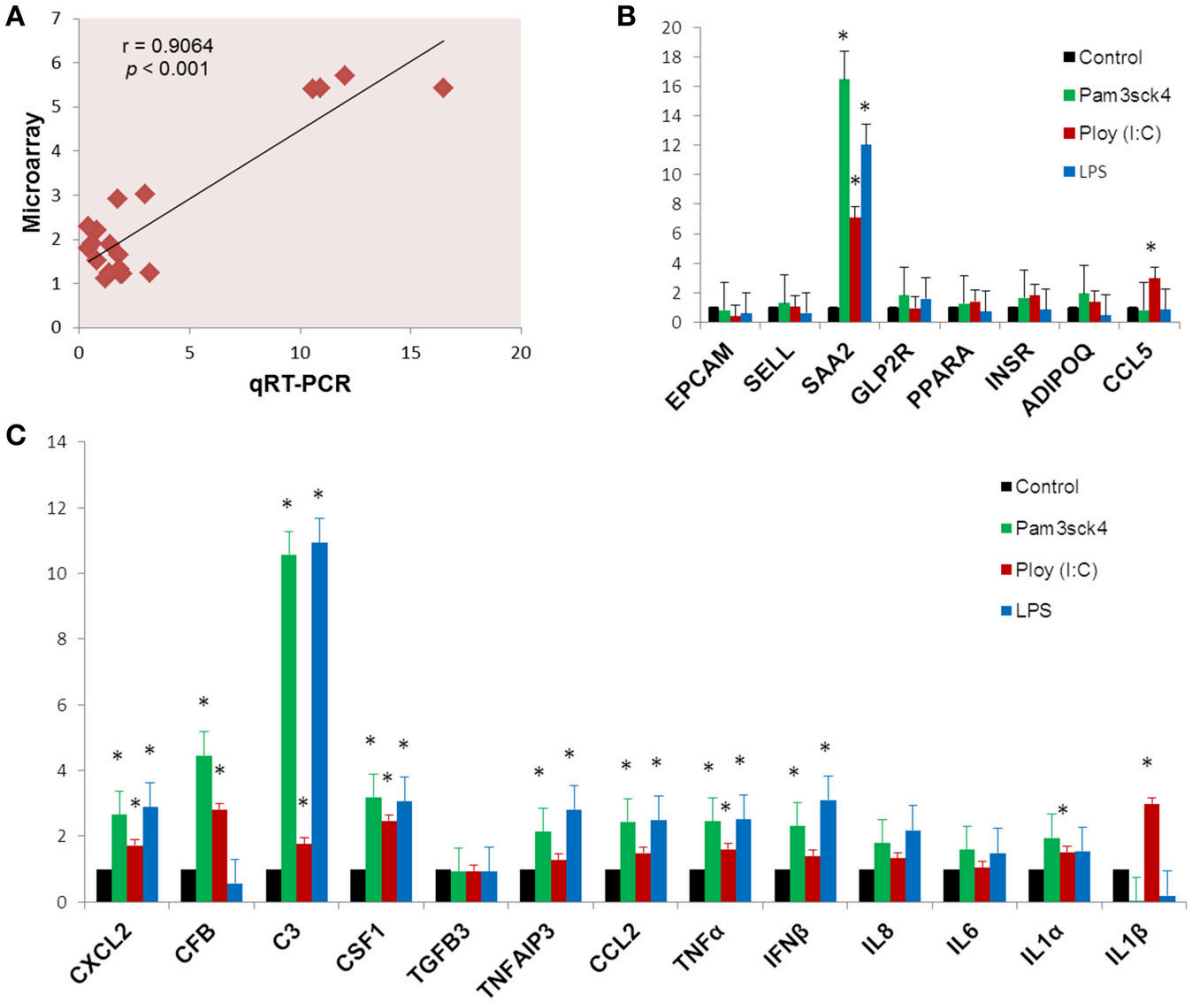
Gene expression results obtained from qRT-PCR. The Pearson's correlation coefficient between expression results obtained from microarray and qRT-PCR **(A)**. The expression profiles of metabolism **(B)** and immune response **(C)** related genes measured by qRT-PCR. Y-axis represents the fold expressions. The asterisk (^*^) indicates Statistical differences with significant levels of *p* < 0.05. Data (Mean ± SE) presented are the average of 3 independent experiments performed in triplicates.

### Protein-Protein Interaction (PPI) Network

The PPI network is a hierarchical structure, where the hubs play a central role in directing cellular response to a given stimulus. To identify the hub genes involved in the regulation of transcriptome modification of pMA following TLRs ligation, we have constructed and visualized the PPI network of differentially expressed transcripts (Figure 8). The hub nodes of the network were selected based on the values of two centrality measures interpreted serially, first “degree” then “betweenness.” Accordingly, *RELA, HNF4A, SP1, EPOR, C3, STAR, CCL2*, and *SAA2* were identified as major hub genes of the TLRs induced transcriptional network in the pMA (Figure 8). 

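Of the 8 hub genes, 5 passed the cutoff after at least 1 ligand and 3 (C3, CCL2 and SAA2) were higher after all 3. SAA2 corresponds to the probes the files list as LOC733603 (SAA3 in the RefSeq table of the Sscrofa11.1 assembly). The probe given in Supplementary Tables S1 to S3 rose by 5.43 on the log2 scale after Pam3csk4, 4.86 after Poly(I:C) and 5.70 after LPS, and its 4 other probes rose past the cutoff after each ligand. EPOR rose 2.63-fold after Pam3csk4, from a spot more uneven than 98.9% of spots of its brightness, and 2.93-fold after Poly(I:C), and was at least 1.39-fold lower after LPS, a bound short of the cutoff. A second EPOR probe gave bounds short of the cutoff after Poly(I:C) and LPS. STAR was at least 1.06-fold lower after Pam3csk4, a bound short of the cutoff, and within the cutoff after Poly(I:C) (log2 change -0.35). It passed the cutoff after LPS only, from a spot with 1 neighbour among those brighter on that array than on the other 3. The paper identifies these genes as hubs by their degree and betweenness in its interaction network, with RELA, HNF4A and SP1 as predicted members.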

Though *RELA, HNF4A*, and *SP1* were not differentially expressed in the TLR ligand-treated pMA but predicted to be involved in the regulation of PPI-network. 

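RELA was measured on all 4 arrays and changed by -0.13 on the log2 scale after Pam3csk4, -0.17 after Poly(I:C) and -0.12 after LPS, and its 2 other probes also stayed within the cutoff. SP1 changed by -0.16, -0.24 and -0.04 in the same order. HNF4A was not well above background on any array, so that no fold could be given.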

The centrality measures of the network nodes/interactome are presented in Supplementary Table S5.

**Figure 8:**
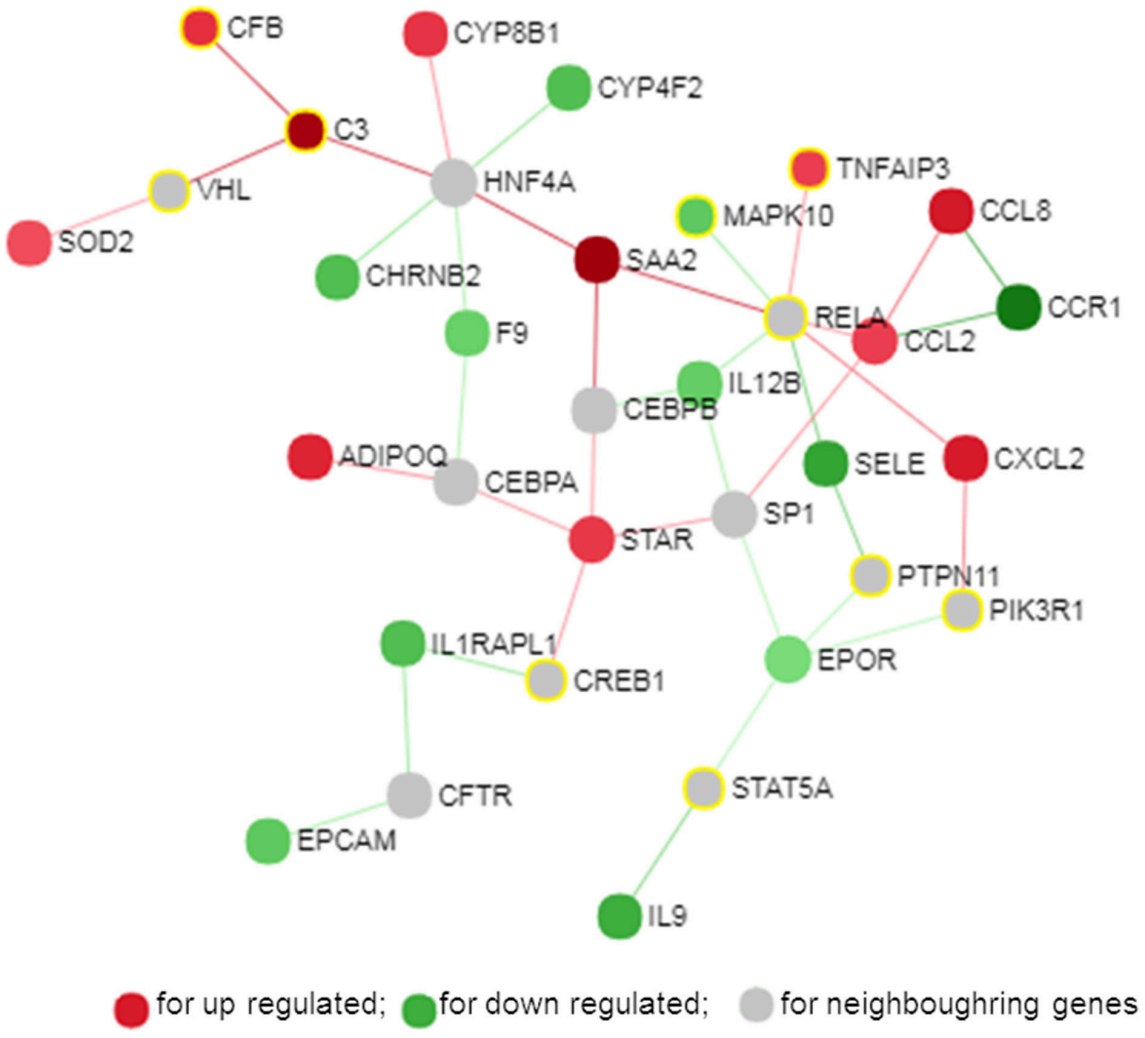
Protein-protein interaction network of the common genes in mature porcine adipocytes (pMA) stimulated with different TLRs ligands obtained from NetworkAnalyst.

### Gene-Centered Transcription Factor Network

Transcription factors (TF) are potential regulators of differential gene expression. We constructed a gene-TF interaction network in order to explore the involvement of transcription factors in TLR ligand-induced differential gene expression in porcine adipocytes using NetworkAnalyst. Gene-TF network illustrated that potential hub genes of PPI network also exhibited higher centrality estimates in the Gene-TF interaction network indicating their possible regulation by transcription factors. The transcriptional factor binding site (TFBS) analysis revealed that promoter regions of C*3, TNFAIP3, CFB, CXCL2, STAR, ADIPOQ, CYP8B1, SOD2, EPCAM, EPOR, SAA2*, and *CCR9* genes have DNA-binding sites of transcription factors, which are likely contributing pMA transcriptional modification (Figure 9). In particular, *TNFAIP3, CXCL2, STAR*, and *ADIPOQ* are regulated by *NF-kB* transcription factor. 

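Among these 12 genes, 10 passed the cutoff after at least 1 ligand and 7 the same way after all 3, namely C3, TNFAIP3, CFB, CXCL2, SOD2 and SAA2 upward and CCR9 downward. SOD2 rose by 1.18 on the log2 scale after Pam3csk4, 1.73 after Poly(I:C) and 1.07 after LPS, with its 6 other probes past the cutoff in the same direction each time. CCR9 was at least 2.43-fold, 3.26-fold and 3.68-fold lower, and its control spot was more uneven than 98.9% of its kind. CYP8B1 and the listed probe of EPCAM were well above background on no array.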

The network centrality measures of potential genes are presented in Supplementary Table S6.

**Figure 9:**
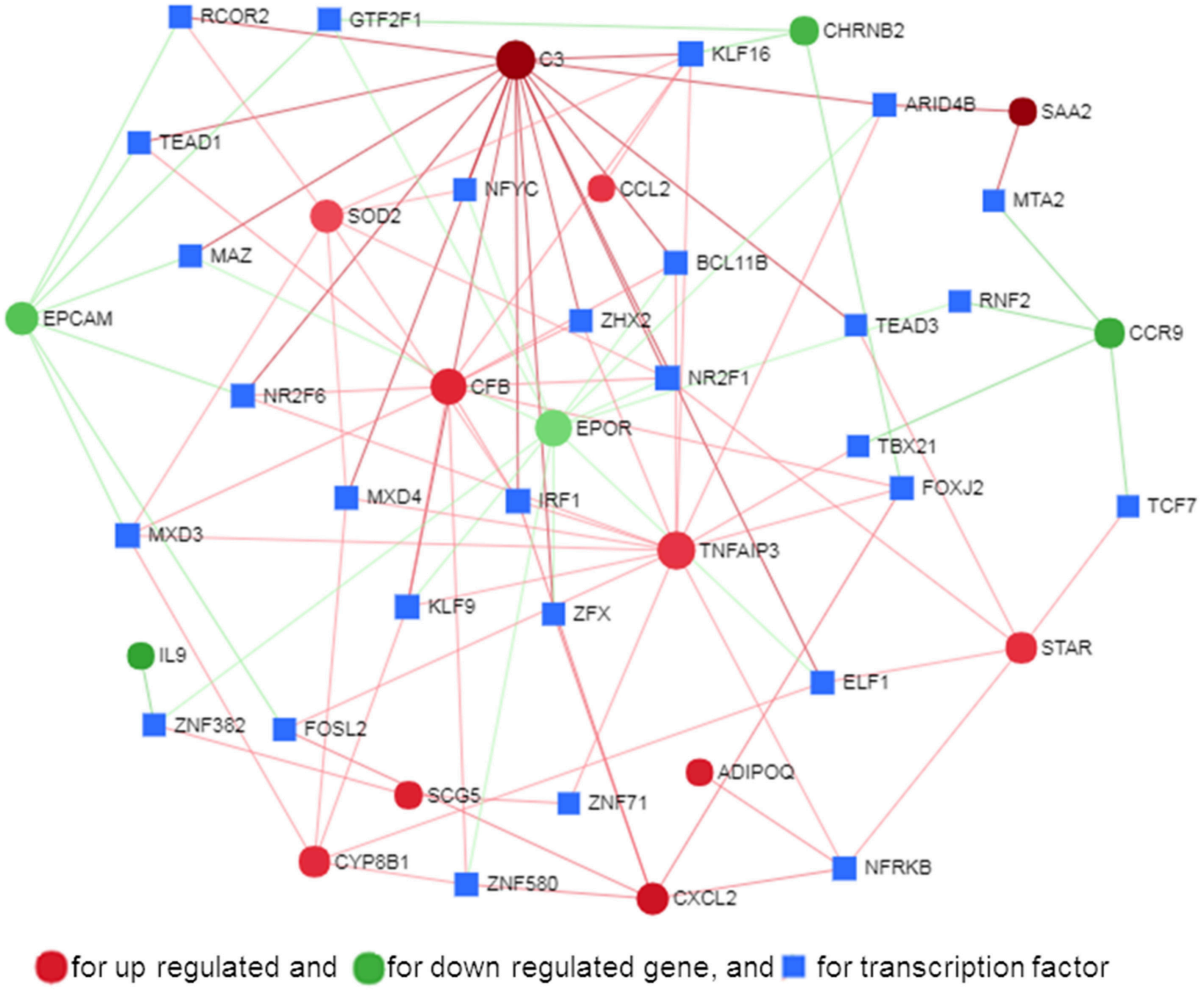
Gene-transcription factor regulatory network for the common genes in mature porcine adipocytes (pMA) stimulated with different TLRs ligands obtained from NetworkAnalyst.

## Discussion

In recent years, it became clearer that along with the metabolic and endocrine functions, the adipose tissue exerts multiple roles in the generation and regulation of immune responses (4, 13). In this work, we performed a microarray-based global transcriptome profiling of pMA after *in vitro* stimulation with TLR ligands in order to evaluate the immune and metabolic responses of porcine adipocytes triggered by the activation of these PRRs.

The differentiation and maturation of adipocytes is crucial for their proper physiological functions and for the prevention of metabolic disorders (36, 37). Apart from those in the main subcutaneous and visceral fat depots, adipogenic differentiation has also been described in other locations, including skin, bone marrow, and skeletal muscle (36). A recent microarray study based on primary cells of intramuscular preadipocytes obtained from Landrace pigs has reported gene expression changes associated with adipocyte differentiation (38). Among other genes, pattern recognition receptors were differentially expressed when preadipocytes were compared with pMA (38), which was in line with our previous findings (28). Then, we focused our attention in pMA. Here, we confirmed the differentiation of intramuscular preadipocytes cell line obtained from Duroc pigs by the evaluation of fat accumulation, and expression of several marker genes. Thus, adipocytes used for this transcriptome analysis were functionally mature. In addition, in our previous study we demonstrated that members of the TLR family including TLR2, TLR3, and TLR4 focused in the present study are expressed in pMA (28).

The TLR2 is activated by the lipopeptides/peptidoglycan present in the cell wall of bacteria. It has been reported that human and murine adipocytes express TLR2 (15, 25, 39). Stimulation of adipocytes from humans and mice with the TLR1/2 ligand Pam3Csy or the TLR2/6 ligand MALP-2 differentially modulated the release of the proinflammatory factors including *IL6, IL8*, and *CCL2* in those cells (15, 39), whereas resistin was either not affected or even down regulated by both ligands (15). The role of the adipose tissue in the innate immune response induced by local or systemic infection with *Staphylococcus aureus* has been studied *in vivo* in a rodent model (40). The work reported that systemic bacterial infection resulted in a shift from anti- to pro-inflammatory cytokines in the adipose tissues transcriptome profile clearly demonstrating the role of adipocytes in the development of immune response (40). To the best of our knowledge, no transcriptional analysis has been performed in porcine adipocytes in response to TLR2 activation. 

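NF-kB target genes, a list of 36 genes, gave a median log2 change of 0.65 after Pam3csk4 over the 26 genes well above background on at least 1 array. This median exceeded all 10000 random lists of the same size matched on mean level, whose middle 95% lay between -0.04 and 0.08, and 14 of the genes passed the cutoff upward and none downward. With a normexp background correction this median was 0.51. The paper names 20 of the 36 genes, some of them as changed on these same arrays. Over the 8 genes used without them the median after Pam3csk4 was 0.43, still above all random lists. Of these 8, 1 passed the cutoff upward. Adipocyte genes had a median of 0.04 after the same ligand, at percentile 77.5 of their random lists. VCAM1 rose 4.58-fold and IL8 at least 2.25-fold after Pam3csk4. LIF rose 6.27-fold from a spot more uneven than 99.7% of its kind. IL12B was well above background on no array, and CXCL1 had no probe of that name.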

Similar to human and murine adipocytes, we observed that pMA stimulated with Pam3csk showed a major transcriptome alteration, and that the differentially regulated transcripts were known to be involved in the positive regulation of inflammatory responses, including cytokines (*IL1*α*, IL12B*), chemokines (*CXCL1, CXCL2, CCL20, CSF3*), and adhesion molecules (*SELL*) (Figure 10). This result indicates the ability of porcine adipocytes in participating in immune responses triggered by TLR2 activation.

**Figure 10:**
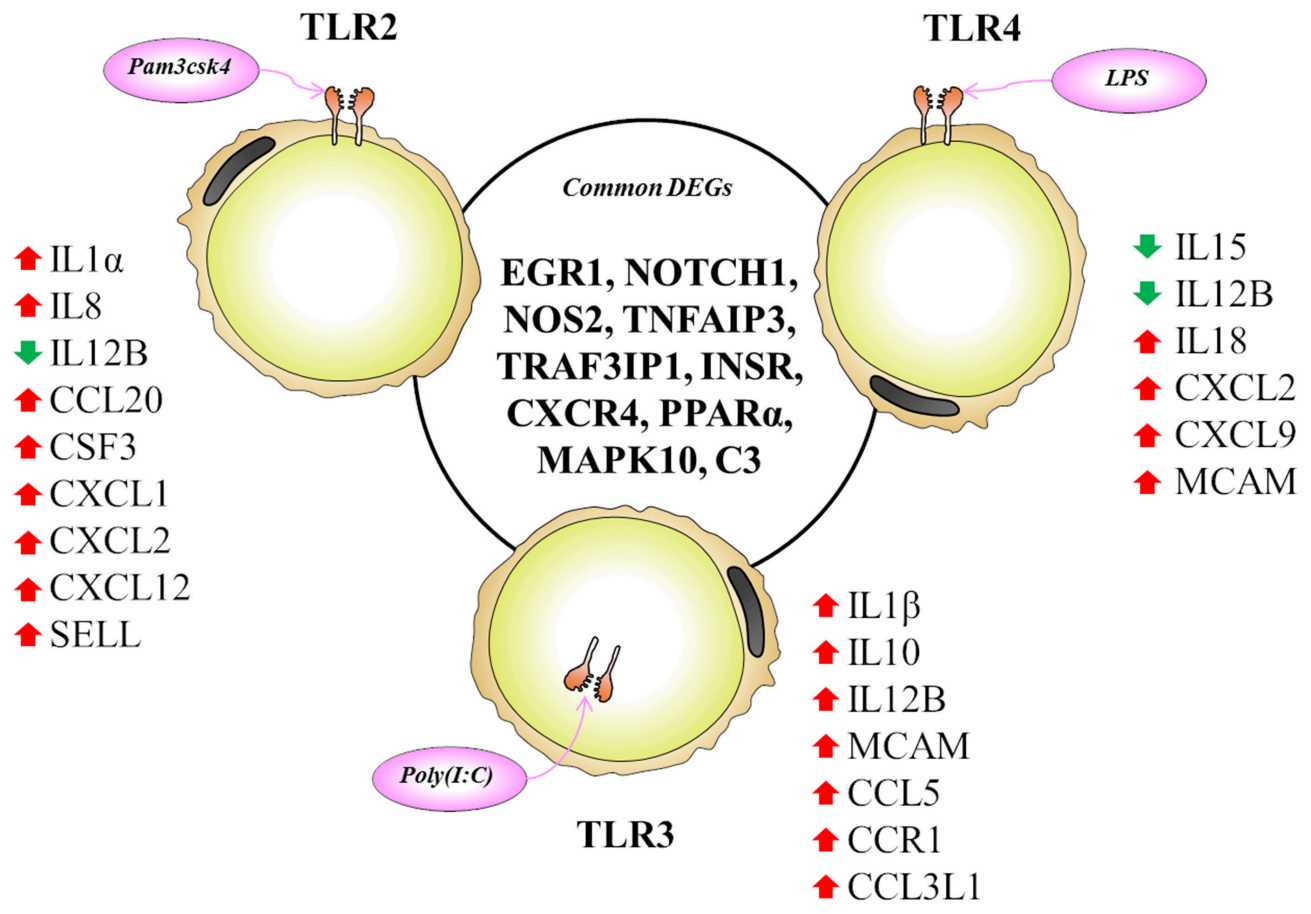
Most significantly altered genes after TLR2, 3 and 4 activation in porcine adipocytes. Genes presented in central circle are the common DEGs for all three TLR activation while individual list close to each TLR are the unique DEGs for them. Red arrow indicates upregulation while green arrow indicates the downregulation of corresponding genes.

On the other hand, the LPS from gram-negative bacteria is a well-known innate immune stimulant of TLR4 activation (6). The responsiveness of human adipocytes to LPS stimulation has been widely documented (15, 25); therefore, we speculated that porcine adipocytes would also have the ability to response to LPS in a similar way. LPS/TLR4 interaction induces signaling pathways through the adaptor molecule MyD88, which results in the activation of transcription factor such as NF-kB and AP-1 (6, 9, 41). MyD88 recruits different interleukin-1 receptor associated kinase (IRAK) family proteins and TNF receptor-associated factors 6 (TRAF6) (42). This complex activates TGF-activated kinase 1 (TAK1), leading to activation of NF-kB and mitogen activated protein kinases (MAPKs) (43), which in turn induce the expression of factors participating in inflammatory responses. In agreement, we observed that several signal transduction molecules including members of TNF, MAPK, and NF-kB pathways were found to be differentially expressed in pMA following the activation of TLR4. 

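After LPS, the NF-kB target genes had a median log2 change of 0.31 over 26 genes, above all of the random lists matched on mean level (middle 95% between -0.06 and 0.06), and 9 of them passed the cutoff upward. Over the 8 genes used that the paper does not name, the median was 0.23, and 0 passed the cutoff upward. Of the signalling molecules the paper names, TNFAIP3 was 2.96-fold higher and TNFSF4 passed the cutoff as a lower bound. LTB and TNFSF13B, listed for immune response, also passed it upward as lower bounds. TNF changed by -0.10 on the log2 scale, NFKB1 by 0.15, NFKB2 by 0.08 and NFKBIA by 0.56, all within the cutoff. For NFKBIA, 1 of the 2 other probes passed it upward.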

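On the array of pMA stimulated with the TLR4 ligand, CXCL2 was 6.98-fold higher than on the control array, and its second probe also passed the cutoff. It rose 15.4-fold after Pam3csk4 and less after Poly(I:C), by 1.93 on the log2 scale. CXCL9 has 1 probe, which was not well above background on any array.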

Of note, pMA stimulated with LPS showed an up-regulation of *CXCL2* and *CXCL9* that are strongly chemotactic for lymphocytes. Similar to our results, LPS up-regulated the expression of *CCL2* and *CCL8* in human adipocytes (44), and *CCL2* in mouse adipocytes (15). 

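For IL8, which the RefSeq table names CXCL8, the listed probe was well above background after Pam3csk4 only, so that no fold after LPS could be given, and its other probe gave a bound short of the cutoff. IL6 was measured on all 4 arrays, with log2 changes of 0.38 after Pam3csk4, 0.33 after Poly(I:C) and 0.22 after LPS. The control spot of IL6 was more uneven than 98.9% of spots of its brightness.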

Of note, although microarray results showed down-regulation of *IL8* and no effect on *IL6* expression after LPS stimulation (Figure 5), we checked the expression of both cytokines by qRT-PCR because of their up-regulation is well-reported in LPS responses of human (44), mouse (15), and pig (45) adipocytes. Although it was statistically insignificant, but both *IL6* and *IL8* expression showed an upward trend after LPS stimulation (Figure 7C). In addition, an increase in the expression of *IL18*, which is a cytokine belongs to the *IL1* superfamily and has the ability to stimulate the cellular immune response through the activation of natural killer cells (NK) cells and T cells, was observed after TLR4 activation in pMA (Figure 10). These results are in line with study of Vielma et al. (46) who used fibroblast-derived adipocytes and spleen lymphocytes in order to evaluate whether adipose cells were able to modulate the function of immune cells. 

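IL18 was well above background on all 4 arrays. Its probe changed by 0.06 on the log2 scale after LPS, by 0.09 after Pam3csk4 and by 0.26 after Poly(I:C), and the second IL18 probe also stayed within the cutoff after each ligand. The probe of the receptor listed as IL-18RA (IL18R1 in the RefSeq table) was well above background after LPS only, at least 5.14-fold higher from a spot more uneven than 98.1% of spots of its brightness, and its second probe gave a bound short of the cutoff there.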

The work demonstrated that adipocyte-conditioned medium was able to activate spleen lymphocytes and stimulate their production of the inflammatory cytokines IL6, IL9, IFNγ, and TNFα.

Interestingly, TLR3 activation in pMA also led to the development of a complex transcriptomic response. TLR3 ligation lead to the activation of NF-kB and MAPKs to induce pro-inflammatory cytokines (43), and the phosphorylation and activation of IRF3, leading to IFNγ (42) and type I interferons (47) production. It was described that TLR3 is highly expressed and functionally active in human (48) and mouse (49) adipocytes. Stimulation of human and mouse adipocytes with Poly(I:C) is able to induce the expression of pro-inflammatory factors such as *TNF*α, *IL6, IL8*, and *CCL2* as well as IFN-α/β and multiple anti-viral proteins including 2′5′-oligoadenylate synthetase and Mx GTPase 1 (48, 49), indicating that adipose cells are able to trigger innate antiviral responses. Here, we observed that TLR3 activation in pMA increased the expression of several inflammatory genes (*CCL2, CCL8, CCL5, CCL3L1, IL1*β*, IL12B*, and *MCAM*) that participate in the antiviral inflammatory responses resembling human and mice adipocytes (Figure 10). However, our transcriptomic analysis was no able to detect increases in the expression of IFN-α/β or IFN-induced antiviral genes. 

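Of the 7 genes, 6 passed the cutoff after at least 1 ligand, and 4 of them did so upward after Poly(I:C). CCL2 rose 6.15-fold and CCL5 4.27-fold after Poly(I:C), with their other probes past the cutoff in the same direction. After Pam3csk4 and LPS, CCL2 rose 3.28-fold and 2.87-fold, and CCL5 changed by 0.21 and -0.02 on the log2 scale. CCL3L1 was at least 2.23-fold higher after Poly(I:C), and IL1B passed the cutoff there as a lower bound. MCAM was at least 1.28-fold higher after Poly(I:C), a bound short of the cutoff, and at least 1.52-fold higher after LPS. CCL8 was well above background after LPS only, at least 1.95-fold higher. IL12B was well above background on no array. The NF-kB target genes had a median log2 change of 0.69 after Poly(I:C), above all random lists matched on mean level. Over the 8 genes used that the paper does not name it was 0.51, and 4 of them passed the cutoff upward. The paper, from its own list of 7 genes, describes antiviral inflammatory responses that resemble those of human and mouse adipocytes.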

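The files name 14 probes for interferon-α, -β, -δ, -ε and -ω genes, of which 11 were well above background on no array, IFNB1 and IFNA1 among them. Interferon-stimulated genes were a list of 32 genes, and 27 of them were well above background on at least 1 array. All 27 were well above background on all 4 arrays. Their median log2 change after Poly(I:C) was 0.51, above all of the random lists matched on mean level (middle 95% between -0.02 and 0.07). In this comparison 11 genes passed the cutoff upward and none downward. The largest increases were those of RSAD2 (3.22-fold), IFIT3 (2.15-fold), CMPK2 (2.10-fold) and IFIT2 (2.02-fold), and MX1 rose 1.63-fold with its 4 other probes past the cutoff. OAS1 (log2 change 0.44), OAS2 (0.34) and MX2 (-0.02) were within the cutoff. After Pam3csk4 the median of the list was 0.13, also above all random lists, with no gene past the cutoff, and after LPS it was 0.05, at percentile 97.3 of its random lists and inside their middle 95%, but outside it with a normexp background correction (percentile 97.7) and with the median over all probes of a gene (97.6).

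**Figure D3:**
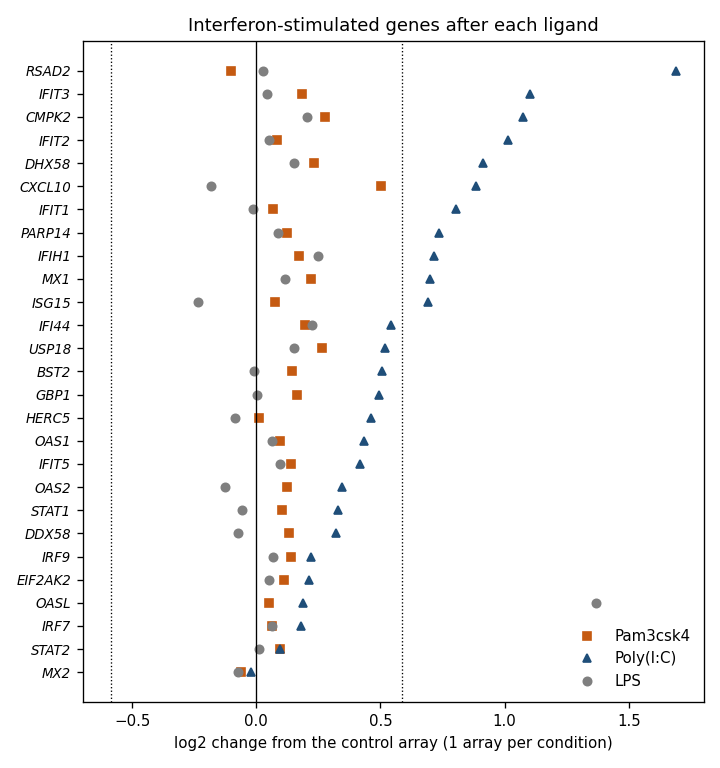
Log2 change from the control array (x axis) of the 27 interferon-stimulated genes well above background on all 4 arrays (y axis), after Pam3csk4 (squares), Poly(I:C) (triangles) and LPS (circles), with 1 array per condition. Dotted lines mark the 1.5-fold cutoff. After Poly(I:C), 11 genes lie beyond it, and after LPS only OASL does, from a spot more uneven than 98.9% of spots of its brightness.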

Deeper kinetic and dose-response studies are necessary to establish whether this difference between porcine and human/mice adipocytes are due to differences related to the species or are an effect of the experimental conditions.

Activation of human adipocytes by multiple TLRs ligands was reported to induce pro-inflammatory and pro-diabetic responses through the phosphorylation of extracellular signal-induced kinase and c-Jun N-terminal kinase pathways (25). Human adipocytes have shown the ability to synthesize and secrete complement factors, C1q/TNF-related proteins (CTRPs) (15, 16), cytokines, chemokines, and pro- and anti-inflammatory adipokines including resistin, visfatin, leptin, and adiponectin; as well as antibacterial peptides such as lipocalin-2 and cathelicidin in response to multiple TLRs ligands (25, 50). In addition, taking into consideration that in most cases microorganisms carry more than one TLR-ligand and that infections with multiple pathogens, such as virus-bacteria superinfections, have become a common disease scenario; we focused in the transcripts showing differential expression after the activation with the three TLRs in pMA. These commonly differentially regulated genes (Figure 10) are involved in two major biological functions: inflammatory response and insulin mediated metabolism, in agreement with previous reports that evaluated TLRs activation in human adipocytes (15, 16, 25, 48). In fact, immune response, cytokine-mediated signaling, inflammatory responses, oxidation-reduction process, positive regulation of ERK1/ERK2 and lipid metabolisms are commonly enriched GO terms in pMA following TLR2, TLR3, or TLR4 activation.

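Of 10 genes that Figure 10 gives as common to all 3 ligands, TNFAIP3 and C3 passed the cutoff the same way after each. TNFAIP3 rose 2.71-fold after Pam3csk4, 4.88-fold after Poly(I:C) and 2.96-fold after LPS. NOS2 was at least 3.28-fold higher after Pam3csk4 and at least 1.91-fold higher after Poly(I:C), while among its other probes 1 passed the cutoff upward and 1 downward after Pam3csk4 and 2 downward after Poly(I:C). Over all NOS2 probes the log2 change after Poly(I:C) was -0.61. INSR was measured on all 4 arrays and changed by -0.13, -0.12 and -0.07 on the log2 scale after Pam3csk4, Poly(I:C) and LPS, while 1 of its other probes passed the cutoff downward after Pam3csk4 and 1 upward after Poly(I:C). PPARA was at least 1.18-fold higher after Poly(I:C), a bound short of the cutoff, and not well above background elsewhere. EGR1, TRAF3IP1, CXCR4 and MAPK10 were well above background on no array.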

Here we report that *EGR1, NOTCH1, NOS2, TNFAIP3, TRAF3IP1, INSR, CXCR4, PPARA, MAPK10*, and *C3* are the top 10 (based on fold expression) commonly altered genes of TLRs induced transcriptional modification in pMA (Figure 10). It is well-known that *TNFAIP3, CXCR4, MAPK4, MAPK10*, and *IL8* among others are involved in the generation of innate immune responses (2, 6, 8, 9). Other common DEGs like *EGR1* and *INSR* are known to be involved in insulin and glucose metabolism (35). *PPARA* and *NOS2* participate in adipocyte maturation (35, 37). However, the immune response and the lipid metabolism are complex traits, not regulated only by a particular gene but rather by networks of complex molecular interactions (51). Therefore, network analysis based on larger immune-specific and metabolic-specific gene databases is considered to be more effective strategy for identification of regulatory genes (31). The PPI network predicted *RELA, HNF4A, SP1, EPOR, C3, STAR, CCL2*, and *SAA2* as the major regulatory hub genes of TLRs-induced transcriptional network in porcine adipocytes. Interestingly, *C3* is the hub gene that overlapped with top 10 common DEGs. The *C3* is the central component of complement system and plays a vital role in the innate immune response, which was up-regulated in pMA stimulated with TLRs ligands. It was reported that the agonists for TLR2, TLR4, and TLR9 are able to activate the complement-TLR crosstalk, which signals through MyD88 pathway and mediated inflammatory responses (52). 

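The listed probe of C3 was well above background after each ligand and not on the control array. It was at least 13.2-fold higher after Pam3csk4, 2.34-fold after Poly(I:C) and 13.4-fold after LPS. Of its 4 other probes, all 4 passed the cutoff upward after Pam3csk4 and LPS and 3 after Poly(I:C).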

We also observed that the hub genes of PPI network also exhibited higher centrality estimates in the gene-centered transcription factor interaction network indicating their potential to regulate the TLR-induced transcriptional modifications in the porcine adipocytes. A long-term goal of our laboratory is to establish an adipocyte-based *in vitro* evaluation system for the selection of beneficial microbes able to differentially modulate immune responses in the adipose tissue for their application in the prevention of immunometabolic diseases in human and animals. We have been successful in a similar approach before by establishing a porcine intestinal epithelial (PIE) cells model for the efficient selection of anti-diarrheal immunomodulatory probiotic bacteria (53).

The physiological roles including metabolic and secretory function of adipocytes are distinguished by their tissue origin, appearance and location of the body (54, 55). The intramuscular adipocytes play pivotal role in the control of systemic energy balance (56) and immuno-metabolic homeostasis (57). However, due to their particular location in close vicinity with muscle fibers, the biology of intramuscular adipocytes may differ from those originated from other location. Among the hub genes identified in this study, *EPOR, STAR*, and *SAA2* are known to be involved in lipid metabolism. Serum amyloid A (SAA) including *SAA2*, have been reported to function in metabolic homeostasis and healthy adipose development through accompanying with retinoic acid, a potential regulator of lipid metabolism (58). In addition, though the lipolysis pathway was not induced after TLRs ligation in intramuscular derived pMA, the intracellular calcium homeostasis and positive regulation of insulin secretion pathways were significantly enriched, which indicates that the TLR-induced transcriptional modification is linked to metabolic changes. These are in line with finding of Gardan et al. (55) who reported that porcine intramuscular adipocytes display a relatively lower lipogenic activity compared with adipocytes isolated from subcutaneous or visceral adipose tissue. Besides the subcutaneous and visceral fat depots, adipogenic differentiation appears to be beneficial in the skin; however, adipogenesis in the skeletal muscle is associated with pathology (36). Therefore, the results obtained in this work indicate that pMA are a useful tool for the *in vitro* study of the transcriptomic changes associated not only with the innate immune response, but also with inflammatory disorders linked to lipid metabolism and hormones resulting from TLRs ligation in porcine adipocytes.

## Conclusion

This study reported for the first time the global transcriptome modifications in porcine adipocytes following activation of TLR2, TLR3, or TLR4. We demonstrated that the activation of TLRs in porcine mature adipocytes induced modifications of transcripts involved not only in the immune response, but also in cellular lipid metabolism. Sub-network enrichment analysis suggested that *EPOR, C3, STAR, CCL2*, and *SAA2* are the major hub genes of TLRs-mediated transcriptional network responses of porcine adipocytes. In addition, gene-transcription factor interaction network analysis revealed the potentials of hub genes to regulate the TLRs-induced transcriptional modification. Therefore, we identified key regulatory genes that could be used as candidates for the evaluation of immune-modulators (e.g., immunomodulatory probiotic bacteria) having functional beneficial effects (e.g., anti-inflammatory capacity) in porcine adipocytes.

## Data Availability

The MIMAE (minimum information about a microarray experiment) standard raw microarray dataset have been submitted to the NCBI-GEO database under the access number GSE124171.

## Author Contributions

MI, MAI, JV, and HK designed the study. MI, AT, and MT did the cell culture and qRT-PCR experiments, and prepared the microarray samples. KM, KY, and FH arranged the kit, chemicals, and reagents. MAI analyzed the expression data and wrote the manuscript. LA contributed to data analysis and results interpretation. AK, WI-O, HA, and HT reviewed the manuscript. HK and JV approved the final version of the manuscript.

### Conflict of Interest Statement

KM, KY, and FH are employed by Takanashi Milk Products Co., Ltd. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] AkiraSUematsuSTakeuchiO. Pathogen recognition and innate immunity. Cell. (2006) 124:783–801. 10.1016/j.cell.2006.02.01516497588

[2] KawaiTAkiraS. Toll-like receptors and their crosstalk with other innate receptors in infection and immunity. Immunity. (2011) 34:637–50. 10.1016/j.immuni.2011.05.00621616434

[3] ChenGYNunezG. Sterile inflammation: sensing and reacting to damage. Nat Rev Immunol. (2010) 10:826–37. 10.1038/nri287321088683PMC3114424

[4] GrantRWDixitVD. Adipose tissue as an immunological organ. Obesity. (2015) 23:512–8. 10.1002/oby.2100325612251PMC4340740

[5] PiccininiAMMidwoodKS. DAMPening inflammation by modulating TLR signalling. Mediat Inflamm. (2010) 2010:672395. 10.1155/2010/67239520706656PMC2913853

[6] KawaiTAkiraS. The role of pattern-recognition receptors in innate immunity: update on Toll-like receptors. Nat Immunol. (2010) 11:373–84. 10.1038/ni.186320404851

[7] JinMSLeeJ-O. Structures of the toll-like receptor family and its ligand complexes. Immunity. (2008) 29:182–91. 10.1016/j.immuni.2008.07.00718701082

[8] TakeuchiOAkiraS. Pattern recognition receptors and inflammation. Cell. (2010) 140:805–20. 10.1016/j.cell.2010.01.02220303872

[9] MedzhitovRHorngT. Transcriptional control of the inflammatory response. Nat Rev Immunol. (2009) 9:692–703. 10.1038/nri263419859064

[10] TakeuchiOKawaiTMuhlradtPFMorrMRadolfJDZychlinskyA. Discrimination of bacterial lipoproteins by Toll-like receptor 6. Int Immunol. (2001) 13:933–40. 10.1093/intimm/13.7.93311431423

[11] AlexopoulouLHoltACMedzhitovRFlavellRA. Recognition of double-stranded RNA and activation of NF-kappaB by Toll-like receptor 3. Nature. (2001) 413:732–8. 10.1038/3509956011607032

[12] KaganJCSuTHorngTChowAAkiraSMedzhitovR. TRAM couples endocytosis of Toll-like receptor 4 to the induction of interferon-beta. Nat Immunol. (2008) 9:361–8. 10.1038/ni156918297073PMC4112825

[13] MauriziGDella GuardiaLMauriziAPoloniA. Adipocytes properties and crosstalk with immune system in obesity-related inflammation. J Cell Physiol. (2018) 233:88–97. 10.1002/jcp.2585528181253

[14] KershawEEFlierJS. Adipose tissue as an endocrine organ. J Clin Endocrinol Metab. (2004) 89:2548–56. 10.1210/jc.2004-039515181022

[15] KoppABuechlerCNeumeierMWeigertJAslanidisCScholmerichJ. Innate immunity and adipocyte function: ligand-specific activation of multiple Toll-like receptors modulates cytokine, adipokine, and chemokine secretion in adipocytes. Obesity. (2009) 17:648–56. 10.1038/oby.2008.60719148127

[16] SchafflerAScholmerichJSalzbergerB. Adipose tissue as an immunological organ: Toll-like receptors, C1q/TNFs and CTRPs. Trends Immunol. (2007) 28:393–9. 10.1016/j.it.2007.07.00317681884

[17] ZhuH-JDingH-HDengJ-YPanHWangL-JLiN-S. Inhibition of preadipocyte differentiation and adipogenesis by zinc-alpha2-glycoprotein treatment in 3T3-L1 cells. J Diabetes Investig. (2013) 4:252–60. 10.1111/jdi.1204624843663PMC4015661

[18] CharriereGCousinBArnaudEAndreMBacouFPenicaudL. Preadipocyte conversion to macrophage. Evidence of plasticity. J Biol Chem. (2003) 278:9850–5. 10.1074/jbc.M21081120012519759

[19] CintiS. Transdifferentiation properties of adipocytes in the adipose organ. Am J Physiol Endocrinol Metab. (2009) 297:E977–86. 10.1152/ajpendo.00183.200919458063

[20] GimbleJGuilakF. Adipose-derived adult stem cells: isolation, characterization, and differentiation potential. Cytotherapy. (2003) 5:362–9. 10.1080/1465324031000302614578098

[21] DengTLyonCJMinzeLJLinJZouJLiuJZ. Class II major histocompatibility complex plays an essential role in obesity-induced adipose inflammation. Cell Metab. (2013) 17:411–22. 10.1016/j.cmet.2013.02.00923473035PMC3619392

[22] DesruisseauxMSNagajyothiTrujilloMETanowitzHBSchererPE. Adipocyte, adipose tissue, and infectious disease. Infect Immun. (2007) 75:1066–78. 10.1128/IAI.01455-0617118983PMC1828569

[23] BlankleySGrahamCMHowesABloomCIBerryMPChaussabelD Identification of the key differential transcriptional responses of human whole blood following TLR2 or TLR4 ligation *in-vitro*. PLoS ONE. (2014) 9:e97702 10.1371/journal.pone.009770224842522PMC4026482

[24] LinBDuttaBFraserID. Systematic investigation of multi-TLR sensing identifies regulators of sustained gene activation in macrophages. Cell Syst. (2017) 5:25–37.e3. 10.1016/j.cels.2017.06.01428750197PMC5584636

[25] KoppABuechlerCBalaMNeumeierMScholmerichJSchafflerA Toll-like receptor ligands cause proinflammatory and prodiabetic activation of adipocytes via phosphorylation of extracellular signal-regilated kinase and c-jun N-terminal kinase but not interferon regulatory factor-3. Endocrinology. (2010) 151:1097–108. 10.1210/en.2009-114020130114

[26] ZieglerAGonzalezLBlikslagerA. Large animal models: the key to translational discovery in digestive disease research. Cell Mol Gastroenterol Hepatol. (2016) 2:716–24. 10.1016/j.jcmgh.2016.09.00328090566PMC5235339

[27] SanosakaMMinashimaTSuzukiKWatanabeKOhwadaSHaginoA. A combination of octanoate and oleate promotes in vitro differentiation of porcine intramuscular adipocytes. Comp Biochem Physiol B Biochem Mol Biol. (2008) 149:285–92. 10.1016/j.cbpb.2007.09.01917977041

[28] SuzukiMTadaAKanmaniPWatanabeHAsoHSudaY. Advanced application of porcine intramuscular adipocytes for evaluating anti-adipogenic and anti-inflammatory activities of immunobiotics. PLoS ONE. (2015) 10:e0119644. 10.1371/journal.pone.011964425789857PMC4366390

[29] MudunuriUCheAYiMStephensRM. bioDBnet: the biological database network. Bioinformatics. (2009) 25:555–6. 10.1093/bioinformatics/btn65419129209PMC2642638

[30] HuangDWShermanBTLempickiRA Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res. (2009) 37:1–13. 10.1093/nar/gkn92319033363PMC2615629

[31] XiaJBennerMJHancockRE. NetworkAnalyst–integrative approaches for protein-protein interaction network analysis and visual exploration. Nucleic Acids Res. (2014) 42:W167–74. 10.1093/nar/gku44324861621PMC4086107

[32] BreuerKForoushaniAKLairdMRChenCSribnaiaALoR. InnateDB: systems biology of innate immunity and beyond–recent updates and continuing curation. Nucleic Acids Res. (2013) 41:D1228–33. 10.1093/nar/gks114723180781PMC3531080

[33] WangSSunHMaJZangCWangCWangJ. Target analysis by integration of transcriptome and ChIP-seq data with BETA. Nat Protoc. (2013) 8:2502–15. 10.1038/nprot.2013.15024263090PMC4135175

[34] BustinSABenesVGarsonJAHellemansJHuggettJKubistaM. The MIQE guidelines: minimum information for publication of quantitative real-time PCR experiments. Clin Chem. (2009) 55:611–22. 10.1373/clinchem.2008.11279719246619

[35] NygardA-BJorgensenCBCireraSFredholmM. Selection of reference genes for gene expression studies in pig tissues using SYBR green qPCR. BMC Mol Biol. (2007) 8:67. 10.1186/1471-2199-8-6717697375PMC2000887

[36] GhabenALSchererPE. Adipogenesis and metabolic health. Nat Rev Mol Cell Biol. (2009) 20:242–58. 10.10.1038/s41580-018-0093-z30610207

[37] CipollettaDFeuererMLiAKameiNLeeJShoelsonSE. PPAR-gamma is a major driver of the accumulation and phenotype of adipose tissue Treg cells. Nature. (2012) 486:549–53. 10.1038/nature1113222722857PMC3387339

[38] MoDYuKChenHLiuXHeZCongP. Transcriptome landscape of porcine intramuscular adipocyte during differentiation. J. Agric. Food Chem.. (2017) 65:6317–28. 10.1021/acs.jafc.7b0203928673084

[39] AjuwonKMBanzWWintersTA. Stimulation with Peptidoglycan induces interleukin 6 and TLR2 expression and a concomitant downregulation of expression of adiponectin receptors 1 and 2 in 3T3-L1 adipocytes. J Inflamm. (2009) 6:8. 10.1186/1476-9255-6-819348674PMC2670298

[40] SchmidAKarraschTThomallaMSchlegelJSalzbergerBSchafflerA. Innate immunity of adipose tissue in rodent models of local and systemic staphylococcus aureus infection. Mediat Inflamm. (2017) 2017:5315602. 10.1155/2017/531560228428684PMC5385907

[41] MorescoEMLaVineDBeutlerB. Toll-like receptors. Curr Biol. (2011) 21: R488–93. 10.1016/j.cub.2011.05.03921741580

[42] UematsuSAkiraS. Toll-like receptors and type I interferons. J Biol Chem. (2007) 282:15319–23. 10.1074/jbc.R70000920017395581

[43] UematsuSAkiraS. Toll-like receptors and innate immunity. J Mol Med. (2006) 84:712–25. 10.1007/s00109-006-0084-y16924467

[44] MeijerKde VriesMAl-LahhamSBruinenbergMWeeningDDijkstraM. Human primary adipocytes exhibit immune cell function: adipocytes prime inflammation independent of macrophages. PLoS ONE. (2011) 6:e17154. 10.1371/journal.pone.001715421448265PMC3063154

[45] WangLLiXWangY. GSK3β inhibition attenuates LPS-induced IL-6 expression in porcine adipocytes. Sci. Rep. (2018) 8:15967. 10.1038/s41598-018-34186-0.30374048PMC6206029

[46] VielmaSAKleinRLLevingstonCAYoungMR. Adipocytes as immune regulatory cells. Int Immunopharmacol. (2013) 16:224–31. 10.1016/j.intimp.2013.04.00223587489PMC3752601

[47] HondaKTaniguchiT. IRFs: master regulators of signalling by Toll-like receptors and cytosolic pattern-recognition receptors. Nat Rev Immunol. (2006) 6:644–58. 10.1038/nri190016932750

[48] BallakDBvan AsseldonkEJPvan DiepenJAJansenHHijmansAJoostenLAB TLR-3 is present in human adipocytes, but its signalling is not required for obesity-induced inflammation in adipose tissue *in vivo*. PLoS ONE. (2015) 10: e0123152 10.1371/journal.pone.012315225867514PMC4395029

[49] YuLYanKLiuPLiNLiuZZhuW. Pattern recognition receptor-initiated innate antiviral response in mouse adipose cells. Immunol Cell Biol. (2014) 92:105–15. 10.1038/icb.2013.6624165978

[50] ZhangL-JGuerrero-JuarezCFHataTBapatSPRamosRPlikusMV. Innate immunity. Dermal adipocytes protect against invasive Staphylococcus aureus skin infection. Science. (2015) 347:67–71. 10.1126/science.126097225554785PMC4318537

[51] GardyJLLynnDJBrinkmanFSHancockRE. Enabling a systems biology approach to immunology: focus on innate immunity. Trends Immunol. (2009) 30:249–62. 10.1016/j.it.2009.03.00919428301

[52] ZhangXKimuraYFangCZhouLSfyroeraGLambrisJD. Regulation of Toll-like receptor-mediated inflammatory response by complement *in vivo*. Blood. (2007) 110:228–36. 10.1182/blood-2006-12-06363617363730PMC1896115

[53] MoueMTohnoMShimazuTKidoTAsoHSaitoT. Toll-like receptor 4 and cytokine expression involved in functional immune response in an originally established porcine intestinal epitheliocyte cell line. Biochim Biophys Acta. (2008) 1780:134–44. 10.1016/j.bbagen.2007.11.00618082146

[54] Roca-RivadaABravoSBPérez-SoteloDAlonsoJCastroAIBaamondeI. CILAIR-based secretome analysis of obese visceral and subcutaneous adipose tissues reveals distinctive ECM remodeling and inflammation mediators. Sci. Rep. (2015) 5:12214. 10.1038/srep12214.26198096PMC4648467

[55] GardanDGondretFLouveauI. Lipid metabolism and secretory function of porcine intramuscular adipocytes compared with subcutaneous and perirenal adipocytes. Am J Physiol Endocrine Metab. (2006) 291:E372–80. 10.1152/ajpendo.00482.200516705057

[56] RosenEDSpiegelmanBM. Adipocytes as regulators of energy balance and glucose homeostasis. Nature. (2006) 444:847–53. 10.1038/nature0548317167472PMC3212857

[57] HegdeVDhurandharNV. Microbes and obesity-interrelationship between infection, adipose tissue and the immune system. Clin Microbiol Infect. (2013) 19:314–20. 10.1111/1469-0691.121523506525

[58] WangBFuXLiangXDeavilaJMWangZZhaoL. Retinoic acid induces white adipose tissue browning by increasing adipose vascularity and inducing beige adipogenesis of PDGFRalpha+ adipose progenitors. Cell Discov. (2017) 3:17036. 10.1038/celldisc.2017.3629021914PMC5633810

How the deposited data were processed for this re-analysis (not part of the article)

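The data are 4 microarrays, 1 each of porcine mature adipocytes without stimulation, with Pam3csk4, with Poly(I:C) and with LPS, all after 12 h and on 1 slide. Each condition was assigned from the sample labels and the doses from the methods. The qRT-PCR, triglyceride and network data were not analysed here.

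The authors extracted the spots with the Feature Extraction software and deposited the intensities of each array in arbitrary units of fluorescence, with flags of 0 or 1 per spot for outliers, saturation and signal well above background, where the background was subtracted and spatial trends removed within the array, with no normalization between arrays. They also deposited a table of processed values on a linear scale, which matches the spot intensities divided by the 75th percentile of each array. The file of the control array holds 25 gene names in the form of dates, as a spreadsheet makes them, and its signals carry fewer digits. Names for these probes were taken from the file of the LPS array.

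Here, spots flagged as outliers and control spots were left out, saturated spots were kept, spots of a probe were averaged on the log2 scale and the 75th percentile over the kept spots was subtracted per array, as the methods state. A probe with several spots was taken as well above background when most of its kept spots were. This rule was chosen after counts under another rule had been seen, which is kept among the alternatives. A probe had to be well above background on at least 1 array of a comparison, and a dim side was replaced by the lowest signal among the probes well above background on that array (between 8.37 and 13.4 before scaling) or by its own if higher. Such folds are lower bounds on the ratio of the signals as read, not on the change of the transcript, and are written with at least. Of the 43603 probes, 21948 were well above background on all 4 arrays and 25963 on at least 1. The accession of 6739 probes was found in the RefSeq table of the Sscrofa11.1 assembly, which gave 668 of them another symbol than the files do, and the file's name was kept unless stated.

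The cutoff was 1.5-fold in either direction on the linear scale. The methods name an unpaired t-test with Benjamini-Hochberg adjustment, which gives no value with 1 array per condition. Calls therefore rest on the cutoff and the filter on dim probes. The precision of a fold is limited by the number of arrays, and the spread between spots of a probe (median SD 0.07 to 0.08 on the log2 scale for probes well above background, 0.15 to 0.27 for others) covers technical error only. The comparisons share 1 control array. To set beside the overlaps, 4 arrays that share 1 simulated control array were simulated 100 times with the mean and spread of each probe over the 3 stimulated arrays. That spread also holds the differences between the ligands, so the simulated counts do not stand for unchanged arrays and are not used.

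Genes named in the text were fixed by a rule before the data were examined: every gene the paper names for the array results, TLR1 to TLR10, the genes of the lists and, per ligand, the 5 named probes with the largest measured change in each direction. Other gene names in the sets shared by all 3 ligands or listed for GO terms were named after their values were seen. A gene was read from the probe that Supplementary Tables S1 to S3 give, or otherwise from its probe with the highest mean level. The 6 lists, also fixed then, were interferon-stimulated, NF-kB target, adipocyte, skeletal muscle, macrophage and housekeeping genes. A list's median log2 change was placed among 10000 random lists of the same size matched on mean level in 20 bins, which describes these arrays and is not a test across genes. The medians after Pam3csk4, Poly(I:C) and LPS were 0.05, 0.01 and 0.04 for housekeeping genes and -0.09, -0.09 and -0.15 for the 5 macrophage genes above background. They were 0.03, -0.11 and -0.07 for skeletal muscle genes, and 0.02 and 0.06 for adipocyte genes after Poly(I:C) and LPS. Spots were called uneven when the coefficient of variation of their pixels lay above the 97.5th percentile of spots of the same brightness on their array.

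The call of changes was tested on simulated data, where 200 of 200 changed probes were called in the right direction and 981 of 43357 unchanged ones were called as well. The 200 were bright probes with changes set past the cutoff, so the test does not cover dim probes or changes near it. The 43357 include probes too dim to enter a comparison. The 981 arose from simulated spread between spots alone, beside 1193, 1446 and 1426 calls after Pam3csk4, Poly(I:C) and LPS on the deposited arrays. For the gene lists, 2 of 100 unshifted simulated lists fell outside the middle 95% and 100 of 100 lists shifted by 0.3 on the log2 scale did. The alternatives were a normexp background correction with an offset of 50, quantile normalization, a shift to the median, the 75th percentile over probes well above background on all 4 arrays, the authors' table of processed values, other filters on dim probes, cutoffs of 2-fold and of 1.5 on the log2 scale, gene names in place of probes and the median over all probes of a gene. Leaving out uneven spots and the other rule for probes with several spots were added after the data had been seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 and R 4.3.3 with limma 3.58.1 were used.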

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

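The window of 8 positions around a probe, the comparison with each stimulated array as the reference, the share of gene names with a second probe, the choice of quantile normalization to decide on the gene lists, the normexp test of the interferon-stimulated genes and the block of positions in the middle of the slide were chosen after results had been seen.

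Genes of 2 lists whose symbols the paper does not give moved together. Such interferon-stimulated genes had a median log2 change of 0.13 after Pam3csk4 and 0.51 after Poly(I:C) over 26 genes, and such NF-kB target genes had medians of 0.43 after Pam3csk4, 0.51 after Poly(I:C) and 0.23 after LPS over 8 genes. They drew attention because the paper gives no values for them and each median lay above all random lists matched on mean level. The paper does speak of interferon-induced antiviral genes as a class, as not seen to increase after Poly(I:C).

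The tests of technical explanations were run on the whole lists. Under quantile normalization the interferon-stimulated genes had medians of 0.12 after Pam3csk4 and 0.47 after Poly(I:C), and the NF-kB target genes 0.70, 0.68 and 0.30 after Pam3csk4, Poly(I:C) and LPS. Over genes measured on both arrays, the medians of the second list were 0.56, 0.69 and 0.32. The first list has no gene outside that filter, so its medians with a normexp background correction were taken instead, 0.12 and 0.47. Over the other probes of the same gene names they were 0.13 and 0.63 for the first list, and 0.79, 0.83 and 0.64 for the second. All of these lay above the middle 95% of their random lists, which argues against the normalization between arrays, probes near background and faults of single probes as the whole cause. What stays open is a difference between the cultures or arrays other than the ligand, because each condition has 1 array. A response to the ligands may account for these changes, as a hypothesis that these arrays alone cannot decide.

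The second signal lies in the positions and pixels of the spots, which the paper does not use. Of the 432 probes lower than control after all 3 ligands, 61.6% had another of them in 1 of the 8 positions around, where random sets gave a median of 7.41%. With a first window of 1 row and 2 columns to each side the share was 66.0%, against 12.7%. Their median pixel coefficient of variation on the control array was 0.309. These 2 values are at once the signal and its test, and the share of neighbours was chosen after the result had been seen. Uneven spots and marks on the control array may account for a part of the set. A change of the transcript as the cause of the whole set, whether by the ligands or in a control culture that differed, is argued against by second probes: of 56 gene names with at least 2 probes that could be compared, 1 (1.79%, CHGB) had 2 probes lower after all 3 ligands. This covers those gene names only. The control array is also not alone, since 423 probes were brighter on the Pam3csk4 array than on the other 3. Each array is one condition as well, so this count mixes changes by the ligand with faults of the array.

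On the map the points of the control array form a ring. The block of rows 240 to 370 and columns 15 to 65 holds 0 of the 432 probes, while 14.8% of all probes well above background on that array lie there. On the LPS array it holds 0 of 339, on the Poly(I:C) array 8 of 373 and on the Pam3csk4 array 77 of 423.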

How the results depend on the processing

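The alternatives that leave out uneven spots and that count a probe as well above background when any of its spots is were chosen after seeing the data. No paired analysis was possible because each condition has 1 array. The t-test of the methods gives no value for the same reason. The filter of gene lists to probes well above background on at least 1 of the 4 arrays is the one already used.

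Quantile normalization, a shift to the median, the 75th percentile over probes well above background on all 4 arrays and the authors' processed table left all 44 counts, medians and correlations within their limits (1.5 times for a count). Under these 4 settings the share of higher probes among those past the cutoff moved most for Poly(I:C), from 48.1% to 57.2% with the shift to the median. Numbers below are in the order higher, lower.

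With a normexp background correction, Pam3csk4 gave 162 and 165, Poly(I:C) 221 and 210 and LPS 192 and 179, in sum 1129. All 3 ligands shared 26 and 128, Pam3csk4 and Poly(I:C) 28 and 144, Poly(I:C) and LPS 33 and 167, and Pam3csk4 and LPS 33 and 134. Between stimulated arrays 324 (Pam3csk4 and Poly(I:C)), 363 (Poly(I:C) and LPS) and 268 (Pam3csk4 and LPS) passed the cutoff, and the highest counts brighter and dimmer on 1 stimulated array were 124 and 1. The NF-kB median after Poly(I:C) was 0.43. Genes of the named terms of Table S4 past the cutoff numbered 12, 9 and 11 after Pam3csk4, Poly(I:C) and LPS, and the correlations with Tables S1 to S3 were 0.789, 0.724 and 0.765. The offset of 50 pulls dim signals together by construction.

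Without the filter on dim probes, which adds probes by construction, the same counts were 1723 and 2732, 1884 and 2686, and 2090 and 2489, in sum 13604. The shared counts were 246 and 1221, 396 and 1624, 689 and 1655, and 452 and 1571. The share of higher probes after Pam3csk4 went from 50.4% to 38.7%. The pairs gave 4203, 4163 and 7787, 1 array 1053 and 551, and Table S4 45, 31 and 45.

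Probes well above background on both arrays, a subset by construction, gave 260 and 207, 335 and 281, and 264 and 295, in sum 1642. Shared lower probes numbered 100, 128, 167 and 117, and shared higher probes 67 for Poly(I:C) and LPS and 53 for Pam3csk4 and LPS. The pairs gave 422, 496 and 419 and 1 array 114 brighter. Probes well above background on all 4 arrays gave 229 and 197, 275 and 212, and 201 and 176, in sum 1290, with shared lower probes of 100, 125, 125 and 115, shared higher probes of 61 and 52, pairs of 392, 349 and 357, and 114 brighter on 1 array.

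A 2-fold cutoff, stricter by construction, gave 355 and 315, 377 and 403, and 345 and 425, in sum 2220, with shared 29 and 270, 43 and 288, 42 and 354, and 40 and 285, pairs of 580, 667 and 595, and 256 and 1 for 1 array. A cutoff of 1.5 on the log2 scale gave 193 and 171, 225 and 252, and 215 and 253, in sum 1309, with shared 16 and 143, 21 and 157, 24 and 217, and 21 and 149, pairs of 331, 420 and 327, and 147 and 0 for 1 array.

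With uneven spots left out, which removes probes by construction, Pam3csk4 gave 395 and 370 and LPS 438 and 499, in sum 2695. Shared lower probes were 218, 260, 326 and 246, pairs 711, 798 and 645, and 228 were brighter on 1 array. Table S4 genes were 11 after Poly(I:C) and 15 after LPS. With gene names in place of probes, 30 were higher after all 3 ligands. With any spot counted, 173 were higher after Poly(I:C) and LPS. The cause was not tested for these last 2.

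Of the values of named genes, 2 changed direction with the median over all probes of a gene: CYP2A19 after Poly(I:C) to -0.16 and NOS2 after Poly(I:C) to -0.61. The cause was not tested. With that setting 48 others moved of 451, with normexp 123 of 450, without the filter 71 of 451, and none with the remaining settings run on genes. Of 121 values past the cutoff, 60 stayed past it in the same direction with normexp, 114 with the median over probes, 120 with the percentile over probes on all 4 arrays and 121 with quantile normalization, the shift to the median, the processed table or no filter. With uneven spots left out, 89 of the 121 still had a value. All 89 stayed, which was close to given, since this setting removes values and leaves the others nearly as they were.

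Of the gene lists, 3 inside the middle 95% of their random lists after LPS left it under an alternative. Interferon-stimulated genes lay above it with normexp (median 0.050) and the median over probes (0.052), adipocyte genes above it with normexp (0.073), quantile normalization (0.067) and the median over probes (0.10), and skeletal muscle genes below it with uneven spots left out (-0.063). The cause was not tested.

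Signal over background limits the folds: of the 4065 changes, 1642 were measured on both arrays, and the others are bounds.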

Differences from the paper's values

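Leaving out uneven spots is the only alternative here that was chosen after seeing the values. The paper's fold changes in Tables S1 to S3 are on the log2 scale and are set beside log2 changes. Quantile normalization, the shift to the median, the percentile over probes well above background on all 4 arrays, the processed table, no filter on dim probes and gene names in place of probes brought none of the counts below to within 1.5 times the paper's. For each count, the other alternatives set before the data were examined are the normexp background correction, probes well above background on both arrays, probes well above background on all 4 arrays, a 2-fold cutoff and a cutoff of 1.5 on the log2 scale. Those that came within 1.5 times are named, and the rest of these did not.

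For Pam3csk4, the paper's 218 up-regulated transcripts stand beside 601 here (within under normexp, both arrays, all 4 arrays and log2 1.5), the paper's 312 down-regulated beside 592 (within under the 2-fold cutoff) and the paper's 530 in total beside 1193 (within under both arrays, all 4 arrays, 2-fold and log2 1.5). For Poly(I:C), the paper's 245 stand beside 695 (within under normexp, both arrays, all 4 arrays and log2 1.5) and the paper's 275 down-regulated beside 751 (within under all 5). For LPS, the paper's 239 stand beside 661 (within under all 5) and the paper's 286 down-regulated beside 765 (within under both arrays, 2-fold and log2 1.5). In sum, the paper's 1575 stand beside 4065 (within under all 5), the paper's 702 up-regulated beside 1957 (within under all but 2-fold) and the paper's 873 down-regulated beside 2108 (within under all but normexp).

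For transcripts shared by all 3 ligands, the paper's 195 stand beside 484 (within under normexp, both arrays, all 4 arrays and log2 1.5) and the paper's 155 down-regulated beside 432 (within under normexp and log2 1.5). For Pam3csk4 and Poly(I:C), the paper's 251 stand beside 548 (within under all 5) and the paper's 194 down-regulated beside 472 (within under normexp, 2-fold and log2 1.5). For Poly(I:C) and LPS, the paper's 280 stand beside 683 (within under normexp, both arrays, 2-fold and log2 1.5). For Pam3csk4 and LPS, the paper's 258 stand beside 548 (within under 2-fold) and the paper's 196 down-regulated beside 466 (within under normexp, 2-fold and log2 1.5).

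Leaving out uneven spots, chosen after seeing the values, also brought some counts within 1.5 times the paper's: those lower after Pam3csk4 (370), after all 3 ligands (218), after Pam3csk4 and Poly(I:C) (260) and after Pam3csk4 and LPS (246), and the totals of Pam3csk4 and of the 4 shared sets. The other counts stayed beyond.

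Of the 118 values of Tables S1 to S3, 46 have no fold here, 72 were set beside the paper's and 2 differ. Many of the 72 are lower bounds, which a larger value in the paper cannot contradict. Listed probes measured on both arrays numbered 5, 9 and 8 for Tables S1, S2 and S3, and both differences are among them. For STAR after Poly(I:C) the paper gives 1.96 and the probe read here -0.35. For ADIPOQ after LPS the paper gives 2.32 and the probe read here 0.96. No alternative brought either within the limit. Another probe of each gene, without a filter, had a difference of 1.95 (STAR) and 2.32 (ADIPOQ).

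Over Figure 5, 44 of 89 changes shown passed the cutoff in the direction shown, 3 were measured within it, 2 were lower bounds short of it, 3 passed it in the opposite direction and 37 had no fold. Over Figure 6, 19 of 79 passed it in the direction shown, 2 were measured within it, 13 were lower bounds short of it, 0 were opposite and 45 had no fold. A bound short of the cutoff does not show that the change was smaller than the cutoff. Among the opposite changes are IL20RB and CCR1 after Poly(I:C), which the figure shows as increased and which were lower here (log2 change -1.93 for IL20RB, at least 22.1-fold for CCR1). The paper's Table S2 also lists both as lower.

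The paper states that IL18 increased after LPS, and its probe changed by 0.06, while the receptor IL-18RA was at least 5.14-fold higher there. It states that IFN-induced genes were not seen to increase after Poly(I:C), where 11 of 27 interferon-stimulated genes passed the cutoff upward here. It lists CCL8, IL12B and MCAM among genes increased after Poly(I:C); CCL8 and IL12B had no fold here and MCAM was at least 1.28-fold higher. Of the 10 genes it gives as most altered by all 3 ligands, 2 passed the cutoff after all 3 and 4 were well above background on no array. It gives CXCL9 as increased and IL8 as decreased after LPS, and neither had a fold here.

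Without the filter on dim probes, 37 of 39 probes of Table S1, 37 of 39 of Table S2 and 38 of 39 of Table S3 lay within 0.02 of the paper's values, among them CCL8 after Poly(I:C) and IL8 after LPS, which the paper calls and for which no fold is given here. Under the same setting MCAM after Poly(I:C) was 1.23, past the cutoff, and the probe listed for IL12B after Poly(I:C) is lower in the paper's Table S2. Without the filter, IL18 after LPS was still 0.06.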

Other observations

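The tests of a single array, their split at 2-fold and the tests of second probes were chosen after results had been seen, and the tests on the stimulated arrays and on the probes higher after all 3 ligands were added after the results for the lower probes and before their own.

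Probes brighter on 1 stimulated array than on the other 3 arrays also had spots that were more uneven at the median and closer together than random sets. The median pixel coefficient of variation was 0.280 on the Pam3csk4 array, 0.305 on the Poly(I:C) array and 0.295 on the LPS array, and the share with a neighbour was 46.8%, 50.7% and 50.7%. Each value lay above the middle 95% of random sets. Marks on each array are a candidate explanation for a part of these sets, and ligand-specific changes are mixed into them.

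The 52 probes higher than control after all 3 ligands were different. Their median pixel coefficient of variation on the control array was 0.161 and 3.85% had a neighbour, neither above the middle 95% of random sets. The share of neighbours equals the upper limit of the random sets. These values argue against uneven or dimmed spots on the control array as the cause of the whole set. A mark that brightens spots there would take probes out of this set, and their spots on the stimulated arrays were not tested. Of 12 gene names with at least 2 probes that could be compared, 8 (66.7%) had at least 2 probes higher after all 3 ligands, so a change of the transcript may account for those names. Each array was also taken in turn. Of the 52, 29 were higher by at least 2-fold after each ligand, and the highest count of probes dimmer by as much on 1 stimulated array than on the other 3 was 1. At a cutoff of 1.5 on the log2 scale the counts were 16 and 0, and with a normexp background correction 26 and 1. This argues against a difference of the size seen on single stimulated arrays as the cause for these 29 probes. For the other 23 probes the highest count on a stimulated array was also 23, so such a difference may account for them, although ligand-specific changes are mixed into that count. Without the filter on dim probes the order was the reverse, 246 and 551. A control culture or array that differed more than the others stays open and was not tested, since each condition has 1 array.

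Skeletal muscle genes were lower at the median after Poly(I:C), with a log2 change of -0.11 at percentile 0.25 of their random lists. Past the cutoff, however, 2 of the 21 genes used were higher and 1 lower. None of the 14 genes measured on both arrays passed it. The median was -0.11 under quantile normalization, -0.14 over genes measured on both arrays and -0.082 over other probes, each below the middle 95%. Of the 33 genes of this list the paper names 12, and without them the median was -0.16. No biological explanation was tested.

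Of the Toll-like receptors, TLR1, TLR3, TLR4 and TLR6 were well above background on all 4 arrays and within the cutoff after each ligand. The probes read for TLR2, TLR5, TLR7, TLR8, TLR9 and TLR10 were not well above background on any array.

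Of the paper's genes, 9 were bright on the control array and lower after all 3 ligands: IL9, IL20RB, IL1RAPL1, CCR1, CCR9, SELE, CYP19A3, CHRNB2 and ATP4B. On that array 6 of them had an uneven spot and 7 had a neighbour in the same set. The 10 named probes with the largest measured decreases were all lower after all 3 ligands, and 8 of them had an uneven spot on the control array.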
